# Targeting CD3L1-NRP2 disarms myeloid-driven tumor immune evasion

**DOI:** 10.1038/s44321-026-00451-3

**Published:** 2026-05-15

**Authors:** Shouyan Deng, Yuan Fang, Jieyuan Xue, Rui Wang, Xiaolin Zhou, Chushu Li, Ning Li, Shuhang Wang, Yibo Zhang, Huanbin Wang, Jianghong Yu, Jie Xu

**Keywords:** Cancer, Immunology

## Abstract

CD3 ligand 1 (CD3L1, ITPRIPL1), an emerging immune checkpoint, sustains immune privilege in the testis and facilitates tumor immune evasion. Targeting CD3L1 with a monoclonal antibody demonstrates potent antitumor activity in preclinical models and spontaneous tumors in companion animals. In an ongoing clinical trial, anti-CD3L1 therapy unexpectedly activated tumor-associated macrophages (TAMs) within the tumor microenvironment (TME), surpassing its anticipated role in T-cell reactivation. Mechanistic studies identified neuropilin-2 (NRP2) as the primary receptor on macrophages and uncovered the CD3L1-NRP2 axis as a critical driver of immunosuppressive M2 TAM polarization. Strikingly, in T-cell-deficient osteosarcoma models, anti-CD3L1 treatment reprogrammed TAMs toward an anti-tumor M1 phenotype, suppressing tumor progression. Clinical data corroborated these findings, revealing profound TME remodeling in advanced solid tumors. Our results elucidate a dual role for CD3L1 in immune evasion, mediated through both T-cell suppression and macrophage polarization, and highlight anti-CD3L1 as a multifaceted therapeutic strategy that enhances antigen presentation via TAM modulation.

## Synopsis

CD3L1 targeting is proposed as a bifunctional strategy to overcome immune evasion, offering a promising avenue for the treatment of immunotherapy-resistant malignancies and guiding the clinical development of anti-CD3L1 therapies.

- Targeting CD3L1 disrupts its interaction with NRP2, reprogramming TAMs toward an immunostimulatory phenotype while revitalizing T-cell effector functions, even in T-cell sparse tumors like osteosarcoma.
- In an ongoing Phase I trial, anti-CD3L1 monotherapy induced TME remodeling in PD-1 refractory tumors, with concomitant T-cell activation and macrophage infiltration correlating with therapeutic efficacy.
- Integrated multi-omics and pan-cancer analyses reveal that CD3L1 overexpression predicts poor prognosis and is tightly linked to M2 TAM dominance across solid tumors.

## Abstract (web summary)

CD3L1 targeting is proposed as a bifunctional strategy to overcome immune evasion, offering a promising avenue for the treatment of immunotherapy-resistant malignancies and guiding the clinical development of anti-CD3L1 therapies.

The paper explained **Problem**

Incomplete characterization of the immune evasion mechanisms within the tumor microenvironment (TME) continues to limit the efficacy of immune checkpoint blockade (ICB) therapies.

**Results**

This study identifies CD3L1 (ITPRIPL1) as a dual immunoregulatory molecule that facilitates tumor immune evasion by modulating both T cell and macrophage functions. Targeting CD3L1 with a monoclonal antibody demonstrated potent antitumor activity in preclinical models and in patients, unexpectedly activating TAMs within the TME beyond its anticipated role in T-cell reactivation. Mechanistic studies revealed that CD3L1 interacts with neuropilin-2 (NRP2) on macrophages, driving the polarization of immunosuppressive TAMs. In T-cell-deficient osteosarcoma models, anti-CD3L1 treatment reprogrammed TAMs toward an anti-tumor phenotype, suppressing tumor progression. Clinical data corroborated these findings, showing deep TME remodeling in advanced solid tumors, with reduced immunosuppressive TAM infiltration and enhanced T cell activation. Furthermore, the modulation of TAMs by anti-CD3L1 was found to be Fc-independent, highlighting the direct role of CD3L1-NRP2 interaction in macrophage polarization.

**Impact**

These findings contribute to a deeper understanding of the pivotal role of CD3L1 in immune evasion within the TME and provide valuable insights for guiding anti-CD3L1 treatment in clinical trials.

## Introduction

The advent of immune checkpoint blockade (ICB) therapy has revolutionized cancer treatment (Sharma et al, 2023; Carlino et al, 2021), with anti-PD-L1/PD-1 therapies, a cornerstone of modern immunotherapy, demonstrating remarkable efficacy in diverse cancers (Cercek et al, 2022; Mirza et al, 2023). Nevertheless, persistent gaps in understanding the intricate immune evasion mechanisms within the tumor microenvironment (TME) continue to constrain ICB effectiveness (Morad et al, 2022; Goc et al, 2021; Koikawa et al, 2021), a challenge that also applies to well-characterized targets such as PD-L1 and LAG-3. Notably, insights into PD-L1’s functions in macrophage polarization (Wei et al, 2021) and fungal binding (Li et al, 2024a) were uncovered years after PD-1/PD-L1 inhibitors had become standard first-line therapies. Likewise, FGL1, a novel LAG-3 ligand, was discovered only after its associated antibodies, Relatlimab and Favezelimab, had advanced to clinical trials (Wang et al, 2019). These examples underscore that advancing our comprehension of ICB targets remains both vital and an ever-evolving scientific priority.

In prior work, we identified ITPRIPL1 (CD3L1), a protein highly expressed in normal testicular tissue and aberrantly overexpressed across multiple human cancers, as a suppressor of TCR-CD3 signaling and T cell activation (Deng et al, 2024). Building on this, we engineered a humanized IgG1 anti-CD3L1 monoclonal antibody with high specificity for human CD3L1, demonstrating potent ADCC/CDC activity and robust anti-tumor efficacy in preclinical models (Deng et al, 2023). Early findings from our finished Ia and ongoing Ib clinical trial (NCT06404905) corroborate these results, revealing enhanced T cell activation within the tumor microenvironment (TME) following anti-CD3L1 therapy. Intriguingly, treatment also significantly increased macrophage infiltration while reducing M2 tumor-associated macrophages (TAMs)—a population known to drive immunosuppression via factors like TGF-β and IL-10 (Lu et al, 2025). These cytokines not only foster immunosuppressive cells such as MDSCs and Tregs but also reinforce the TME’s immunosuppressive landscape (Komohara et al, 2016; Ngambenjawong et al, 2017). Despite progress, the regulatory networks governing TAM polarization—particularly the shift between pro-inflammatory M1 and immunosuppressive M2 phenotypes—remain poorly defined. While M1 TAMs secrete immunostimulatory mediators (e.g., IL-1β, IL-12, TNF-α) that recruit cytotoxic effectors like CTLs and NK cells (Xia et al, 2020; Gunassekaran et al, 2021), therapeutic strategies targeting M2 TAM depletion have shown promise in rebalancing the TME (Yang et al, 2022a; Cao et al, 2021; Billerhart et al, 2021; Han et al, 2023). Nevertheless, the mechanistic basis underlying the predominance of M2 TAMs in solid tumors remains unresolved, pointing to unidentified molecular pathways that may govern TAM plasticity and phenotypic fate.

The unanticipated dual functionality of anti-CD3L1—modulating both T cells and macrophages—motivated our exploration of CD3L1’s role in tumor-associated macrophage (TAM) biology. Combining receptor profiling and mechanistic analyses, we identified a CD3L1-NRP2 signaling axis that drives immunosuppressive M2 TAM polarization. In osteosarcoma, a tumor model marked by limited T cell infiltration, anti-CD3L1 treatment shifted TAMs toward an immunostimulatory phenotype, independent of T cell activation. These results delineate an unconventional mechanism of action for anti-CD3L1, establishing its potential as a bifunctional therapeutic strategy that concurrently amplifies T cell effector functions and disrupts M2 TAM-driven immunosuppression within the tumor microenvironment.

## Results

### Identification of a negative correlation between anti-CD3L1 treatment and M2 TAMs in solid tumor samples

The overall design of the entire study is illustrated in Fig. 1A. In our finished Phase Ia clinical trial, we profiled tumor microenvironments using multiplex immunofluorescence and immunohistochemical analysis of immune cell markers. While anti-CD3L1 treatment induced the expected enhancement of T cell infiltration, we strikingly observed concurrent macrophage accumulation specifically in several treatment-responsive tumors (Fig. 1B,C). Notably, in a representative case from a PD-1 refractory melanoma patient, a single 8 mg/kg intravenous dose of anti-CD3L1 elicited robust increases in both T cell and macrophage infiltration and functional activation within the TME.

**Figure 1:**
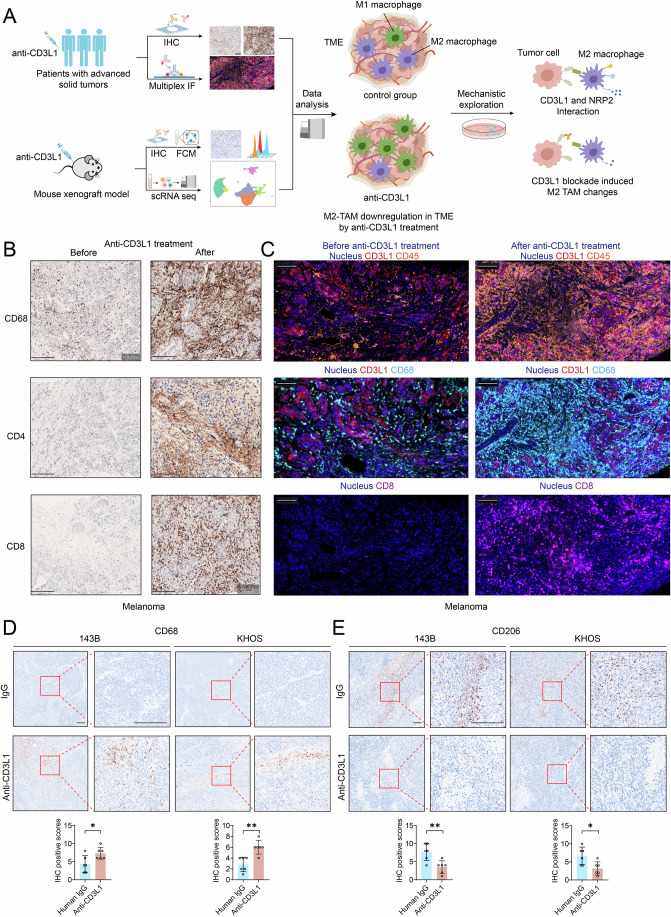
Identification of a negative correlation between anti-CD3L1 treatment and M2 TAMs in advanced tumor samples. (**A**) Schematic description of the design of the study. (**B**) Representative IHC staining of the human macrophage marker CD68 and human T-cell marker CD4/CD8 in a clinical melanoma patient refractory to PD-L1/PD1 treatment before and after 8 mg/kg anti-CD3L1 treatment under ×20 microscopic views (scale bar = 50 μm). (**C**) Representative multiplex immunofluorescence staining of the human blood-derived cell marker CD45, macrophage marker CD68, and human T-cell marker CD8 in the same clinical melanoma patient refractory to PD-L1/PD1 treatment with the expression of CD3L1 in the TME before and after 8 mg/kg anti-CD3L1 treatment under ×20 microscopic views (scale bar = 50 μm). (**D**, **E**) IHC staining of the human macrophage marker (**D**) CD68 and (**E**) M2-TAM marker CD206 in the 143B/KHOS osteosarcoma samples treated by 10 mg/kg control IgG or anti-CD3L1 from the under 5X and 20X microscopic views (scale bar = 100 μm) with IHC positive score calculation (*n* = 6 independent samples). *P < 0.05, **P < 0.01. Data are mean ± s.d. (**D**, **E**) Two-tailed unpaired Student’s *t* test. Exact *P* values: (**D**) 143B: control vs treated: *P* = 0.0276; KHOS: control vs treated: *P* = 0.0018; (**E**) 143B: control vs treated: *P* = 0.0059; KHOS: control vs treated: *P* = 0.0181. Source data are available online for this figure.

While our prior work established a significant association between CD3L1 expression, T-cell dysfunction, and unfavorable prognosis across multiple cancers, its relationship with macrophage functionality or infiltration within the TME remained unexplored. To address this gap, we interrogated public transcriptomic datasets to evaluate correlations between CD3L1 levels, M2 macrophage infiltration, and clinical outcomes in pan-cancer cohorts (Fig. EV1A–I). Strikingly, elevated CD3L1 expression exhibited a marked positive association with pro-tumorigenic macrophage activity and a robust negative correlation with patient survival, suggesting CD3L1’s dual role in driving both immunosuppressive macrophage polarization and clinically adverse prognoses.

**Figure EV1:**
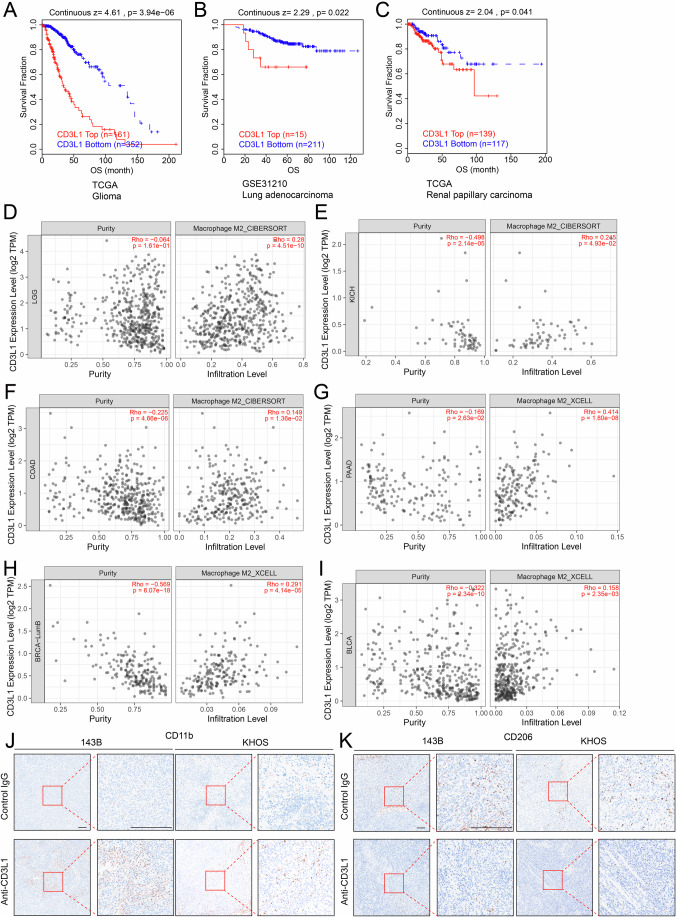
Databases showing the negative correlation between CD3L1 and clinical prognosis or M2 TAM infiltration in patients with different advanced solid tumors, related to Fig. 1. (**A**–**C**) Databases from GSE31210 and TCGA show the negative correlation between CD3L1 expression and survival rate in glioma, lung adenocarcinoma, and renal papillary cancer patients. (**D**–**I**) Databases from TIMER show the significant positive correlation between CD3L1 expression and M2 macrophage infiltration level in different cancers ((**D**) Low-grade glioma, LGG; (**E**) Kidney chromophobe, KICH; (**F**) Colon adenocarcinoma, COAD; (**G**) Pancreatic adenocarcinoma, PAAD; (**H**) Breast carcinoma-luminal B, BRCA-LumB; (**I**) Bladder cancer, BLCA) analyzed based on the TCGA database. (**J**, **K**) IHC staining of the human macrophage marker (**J**) CD11b and (**K**) M2-TAM marker CD206 in the additional 143B/KHOS osteosarcoma samples treated by 10 mg/kg control IgG or anti-CD3L1 from the under ×5 and ×20 microscopic views (scale bar = 100 μm) (*n* = 3 independent samples). (**A**–**C**) Kaplan–Meier survival analysis; (**D**–**I**) Correlation Analysis and Linear Regression Analysis (details in the methodological part).

Given the widely elevated expression levels of CD3L1, the constrained infiltration of T-cells, and the notable significance of TAMs within the osteosarcoma TME, and the clinical efficacy, we selected osteosarcoma as the primary tumor model for investigating the correlation between CD3L1 and TAMs (Lu et al, 2025; Tao et al, 2025; He et al, 2021; Zalacain et al, 2021; Buddingh et al, 2011). Upon revisiting the osteosarcoma mouse models (143B/KHOS tumor cell lines implanted in humanized mouse model) employed in our previous study (Deng et al, 2024), we noted a substantial increase in the expression of CD11b/CD68, the marker of functional macrophages, and a reduction in the expression of CD206, a marker commonly associated with M2 TAMs (Haston et al, 2023; Liu et al, 2024; Ausejo-Mauleon et al, 2023), in these tumor samples after 10 mg/kg anti-CD3L1 treatment (Figs. 1D,E and EV1J,K). These findings collectively suggest that our anti-CD3L1 antibody may be exerting its therapeutic effects by modulating the macrophage population within the TME, specifically by reducing the proportion of immunosuppressive M2 TAMs and enhancing the activation of anti-tumor macrophages.

The decline in CD206 expression observed in our study provides compelling evidence for the downregulation of M2 TAM functionality and their infiltration patterns within the osteosarcoma TME. To delve deeper into the potential interplay between anti-CD3L1 treatment and M2 TAM dynamics, we analyzed the TME of osteosarcoma transplanted in nude mice. This approach was taken to ensure that any observed effects were not confounded by potential T-lymphocyte interference, considering the nude mouse model was naturally deficient in T cells while retaining myeloid immune components, which allowed us to directly assess the role of CD3L1 in the absence of T cells without the need to artificially alter the cellular composition of the immune microenvironment (Freedman and Shin, 1974; Martin and Martin, 1974). After treatment by 10 mg/kg control IgG or anti-CD3L1, we isolated immune cells from the implanted osteosarcoma samples by magnetic CD45 microbeads. Utilizing single-cell sequencing techniques, we analyzed the isolated immune cells within the TME (Fig. 2A). 

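The sequenced cells came from tumors of 143B, a human osteosarcoma cell line, grown in nude mice and sorted with beads against CD45, a surface protein of immune cells. Each group, 10 mg/kg control IgG or 10 mg/kg anti-CD3L1, gave 1 library made with 10x Genomics droplets, in which every RNA molecule receives the barcode of its droplet and a unique molecular identifier (UMI). Each library was made from a set of 3 tumors, with no record of which cell came from which tumor, and these tumors are the independent samples that the legend of Fig. 2 counts. A difference between the groups therefore has no replicate check. No test across samples was possible, and every interval given for these libraries covers counting error only. The authors deposited the UMI counts that Cell Ranger gave for all barcodes and all mouse genes of its reference, before any choice of cells. The control IgG library held 74850604 UMIs and the anti-CD3L1 library 108246719 UMIs. Barcodes that held cells were called by Cell Ranger's procedure and then filtered as the Methods state, with 200 to 6000 genes and under 5% mitochondrial UMIs per cell. This left 8528 cells of the control IgG group, with a median of 5550 UMIs and 1361 genes, and 11231 cells of the anti-CD3L1 group, with a median of 8281 UMIs and 2644 genes. The cells were clustered with the settings of the Methods, except that 26 genes were kept out of the variable genes. These were the M1 and M2 genes listed below, Mrc1 and Nrp2, and no cluster was made from them. Other genes whose levels are reported here were not kept out. Clusters were named from fixed lists of marker genes, as neutrophil-like or macrophage-like for example, since the deposited files give no cell types. Doublets were kept, because the Methods name no step against them. Expression in a class of cells is given in CPM, the UMIs of a gene in that class as a share of the UMIs of all its genes, scaled to the same total in every class.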

Our findings revealed a striking decrease in the percentage of the infiltrated neutrophils and an increase in macrophages in the osteosarcoma mouse models employed after anti-CD3L1 treatment (Fig. 2B). 

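Of the CD45 bead-sorted cells, 5725 of 8528 in the control IgG library were neutrophil-like, a share of 67.1% (exact binomial 95% interval 66.1 to 68.1%). In the anti-CD3L1 library 604 of 11231 cells were neutrophil-like, or 5.38% (4.97 to 5.81%), and the change was −61.8 percentage points (−62.8 to −60.7). Macrophage-like cells rose from 1006 cells, or 11.8% (11.1 to 12.5%), to 4549 cells, or 40.5% (39.6 to 41.4%), a change of 28.7 points (27.6 to 29.8). Both changes were larger than the counting error. The neutrophil-like class joined a cluster of 5345 control IgG and 568 anti-CD3L1 cells, led by genes such as Retnlg, Stfa2 and S100a9, and a cluster of 380 and 36 cells. That smaller cluster was led by the interferon-response genes Trim30c, Slfn4, Gbp5, Ifit1bl2, Ddx60 and Ifit1. Macrophage-like cells were a single cluster led by Ccl8, C1qa, C1qc, C1qb, Pf4 and Folr2. The median macrophage-like cell held 0 UMIs of C1qa in the control IgG library (mean 19.4) and 17 in the anti-CD3L1 library (mean 29.3). Comparisons within this class may therefore set unlike cells side by side. The median neutrophil-like cell held 4452 UMIs in the control IgG library and 1926 in the anti-CD3L1 library. The alternative that moved the neutrophil share most was the filter of the Methods applied to all barcodes without a cell call, with a change of −57.5 points. The change in the macrophage share moved most at a clustering resolution of 0.5, where it was 17.4 points. Without integration of the libraries, 383 control IgG cells, or 4.49%, and 3828 anti-CD3L1 cells, or 34.1%, were macrophage-like. The number of control IgG cells in this class therefore depended on integration.

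**Figure D1:**
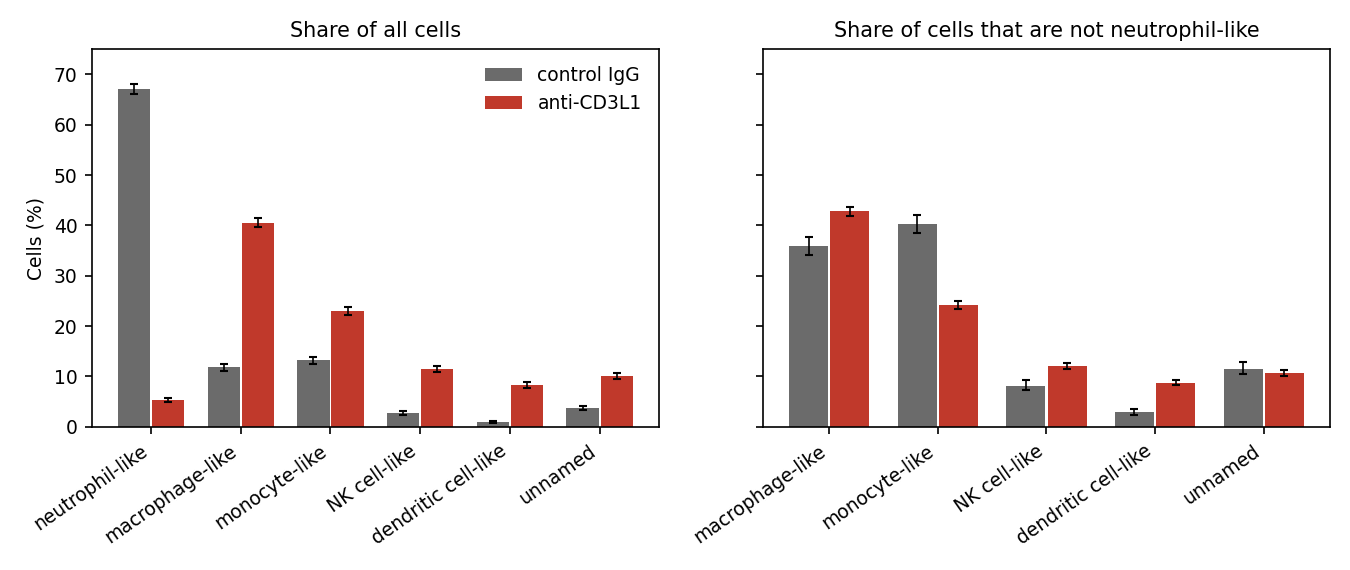
Share of cells (%, vertical axis) of each class in the control IgG and anti-CD3L1 libraries, over all cells on the left and over cells that are not neutrophil-like on the right; whiskers are exact binomial 95% intervals, and B cell-like and fibroblast-like cells are not drawn. On the left the neutrophil-like bar falls from 67.1% to 5.38%, and on the right the monocyte-like bar is lower and the macrophage-like bar higher after anti-CD3L1 treatment.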

The results of the single-cell sequencing suggested a substantial upregulation of the expression of the signature genes of M1 TAMs with negative modulation of the M2 TAMs (Fig. 2C). 

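The genes that Fig. 2C shows as higher after anti-CD3L1 treatment, with Ccl9 and Ly6c2 from the text, make a list of 16 M1 genes, and those it shows as higher under control IgG a list of 8 M2 genes. These lists were split here by the direction read from Fig. 2C, which was drawn from the same libraries. In macrophage-like cells, 15 of the 16 M1 genes had a higher CPM in the anti-CD3L1 library, each with a 95% interval of the ratio above 1, and Cd86 was lower. The median log2 ratio of anti-CD3L1 over control IgG was 1.17 over this list. The largest log2 ratios were those of Ly6a at 3.86, Ccl24 at 3.51, Cd36 at 2.64 and Mical2 at 2.40, and the smallest rises were those of Ms4a7 at 0.08 and Chil3 at 0.36. Chil3 rested on 111 UMIs in the control IgG library and 488 in the anti-CD3L1 library. NK-like cells of the control IgG library held 0.770 UMIs of Ly6a per cell, against 0.205 per macrophage-like cell. All 8 M2 genes had a lower CPM after anti-CD3L1, with a median log2 ratio of −1.72. Mmp9 fell by 5.03 on the log2 scale, Itgam by 1.52, Cd14 by 0.92 and Adgre1 by 0.68. In the control IgG library, Mmp9 had 1.51 UMIs per macrophage-like cell and 0.530 per NK-like cell. Without integration of the libraries, 13 of the 16 M1 genes were higher. When the mean UMIs of NK-like cells of the same library were subtracted to allow for RNA free in the droplets, 14 of the 16 M1 genes were still higher and 5 of the 8 M2 genes still lower. Ly6a, S100a8, S100a9 and Mmp9 had no value left in at least 1 library and were not counted. Neutrophil-like cells of the control IgG library held 0.00175 UMIs of Ly6a per cell. The level of Ly6a in NK-like cells is therefore not shown to be free RNA, and its subtraction decides nothing for this gene.

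**Figure D2:**
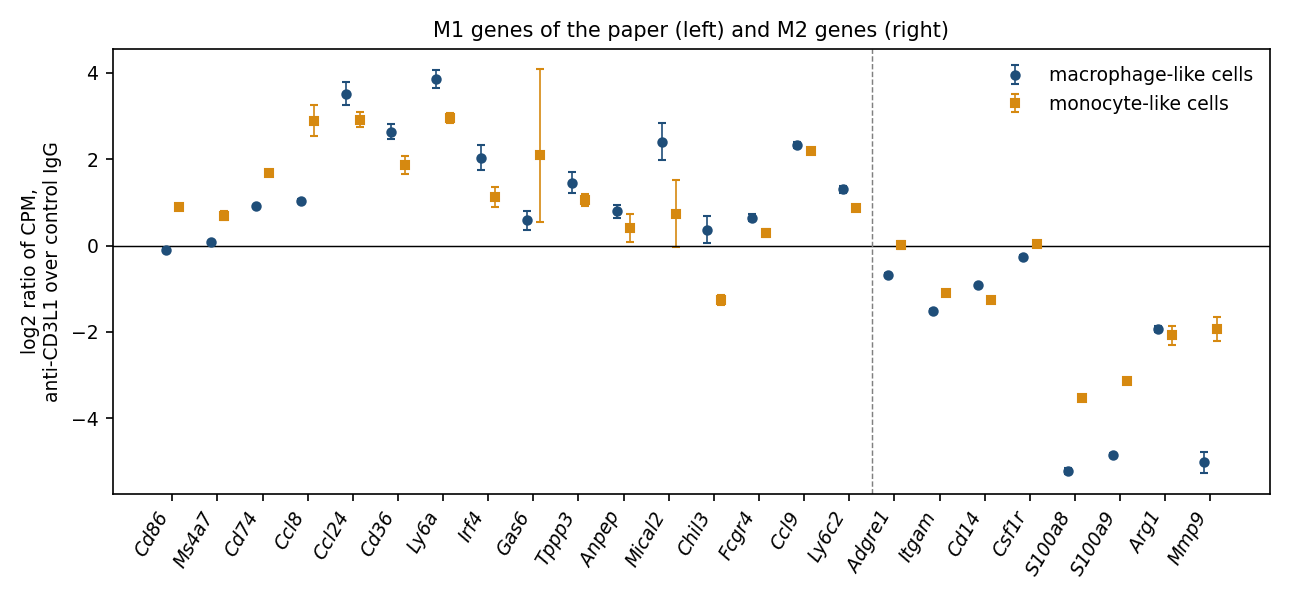
Log2 ratio of CPM, anti-CD3L1 over control IgG (vertical axis), for the M1 genes left of the dashed line and the M2 genes right of it, in macrophage-like cells (circles) and monocyte-like cells (squares), with whiskers for the 95% counting intervals. Among M1 genes, Cd86 in macrophage-like cells and Chil3 in monocyte-like cells lie below 0.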

The modulation of anti-CD3L1 treatment within TME was characterized by alterations in the expression profiles of genes that are signature markers of M1 or M2 TAM phenotypes. Specifically, we observed a substantial upregulation in the expression of genes typically associated with M1 polarization and function, such as CD86, CD74, CCL9, and Ly6c2 (Figs. 2D,E and EV2A,B), which are indicative of an inflammatory or anti-tumor response (Ni et al, 2025; Guilliams et al, 2022; Obradovic et al, 2021). 

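Coordinates of these genes are those of the GENCODE M21 annotation of GRCm38, matched by the Ensembl identifiers of the deposited files; the authors' genome build is not given in the sources used here. Cd86 (ENSMUSG00000022901), a protein-coding gene on chromosome 16 from 36603869 to 36666081, had 168 CPM (165 to 171) over all cells of the control IgG library and 352 CPM (348 to 356) over all cells of the anti-CD3L1 library, a log2 ratio of 1.07. Within macrophage-like cells it had 325 CPM (316 to 335) and 305 CPM (299.6 to 309.6), a log2 ratio of −0.10 (−0.14 to −0.05). Within monocyte-like cells Cd86 had 285 and 529 CPM, a log2 ratio of 0.89, and with monocyte-like and macrophage-like cells taken as 1 class the ratio was 0.29. Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) rose in macrophage-like cells from 3339 CPM (3309 to 3369.9) to 6269.6 CPM (6247 to 6292), a log2 ratio of 0.91, and over all cells from 1207 to 5261 CPM. Ccl9 (ENSMUSG00000019122, chromosome 11, 83572919 to 83578636) rose in macrophage-like cells from 127 CPM (121 to 133) to 634 CPM (627 to 641), a log2 ratio of 2.32. NK-like cells, which should lack Ccl9, held 0.100 and 0.754 UMIs of it per cell, against 1.73 and 6.52 per macrophage-like cell. Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) rose in macrophage-like cells from 102 CPM (96.6 to 107) to 252 CPM (247 to 256), a log2 ratio of 1.30, and in monocyte-like cells from 647 to 1189 CPM. The similar gene Ly6c1, from 75044018 to 75048830 on the same chromosome, went the other way, from 54.6 to 0.534 CPM in macrophage-like cells, and whether reads are shared between them was not tested.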

The results also suggested a remarkable decrease in the genes linked to M2 polarization and function, such as S100A8, S100A9, Csf1r, and Arg1 (Figs. 2F,G and EV2C,D), which are often associated with tissue repair and immune suppression (Yao et al, 2022; Ganta et al, 2019). 

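S100a8 (ENSMUSG00000056054) and S100a9 (ENSMUSG00000056071) are protein-coding genes on chromosome 3 of GRCm38, from 90668978 to 90670035 and from 90692632 to 90695721. In macrophage-like cells S100a8 fell from 1998 CPM (1974 to 2021) to 53.4 CPM (51.3 to 55.5), a log2 ratio of −5.23, and S100a9 from 2204 CPM (2179.6 to 2229) to 75.8 CPM (73.4 to 78.4), a log2 ratio of −4.86. NK-like cells, which should lack both transcripts, also held them. In the control IgG library there were 63.2 UMIs of S100a8 per NK-like cell (median 3) and 27.2 per macrophage-like cell (median 4), and for S100a9 74.7 (median 4) and 30.0 (median 5). Between the libraries, the log2 ratio in NK-like cells was −4.54 for S100a8 and −4.67 for S100a9. The means are carried by few cells. The 10% of cells with the most UMIs of S100a8 held 86.9% of its UMIs in NK-like cells and 85.1% in macrophage-like cells. Over the other cells, there were 9.21 UMIs of S100a8 per NK-like cell and 4.51 per macrophage-like cell, and 8.74 and 4.84 of S100a9. By the mean of all cells and of these cells the level was higher in NK-like cells, and by the median it was higher in macrophage-like cells. Neutrophil-like cells of this library held 376 and 546 UMIs of S100a8 and S100a9 per cell. In barcodes taken as empty droplets, S100a8 made up 28409 CPM in the control IgG library and 509.5 CPM in the anti-CD3L1 library. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) had 421 CPM (410.4 to 432) and 349 CPM (343 to 354) in macrophage-like cells, a log2 ratio of −0.27 (−0.32 to −0.23). In monocyte-like cells its log2 ratio was 0.04 (−0.01 to 0.09), within counting error, and over all cells it rose from 223 to 269.6 CPM. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) fell in macrophage-like cells from 247 CPM (239 to 256) to 65.1 CPM (62.8 to 67.5), a log2 ratio of −1.93, while NK-like cells had 4.59 and 11.1 CPM. From the rise of M1 genes and the fall of M2 genes in these libraries, the paper proposes that anti-CD3L1 treatment negatively modulates the polarization and function of M2 TAMs.

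**Figure D3:**
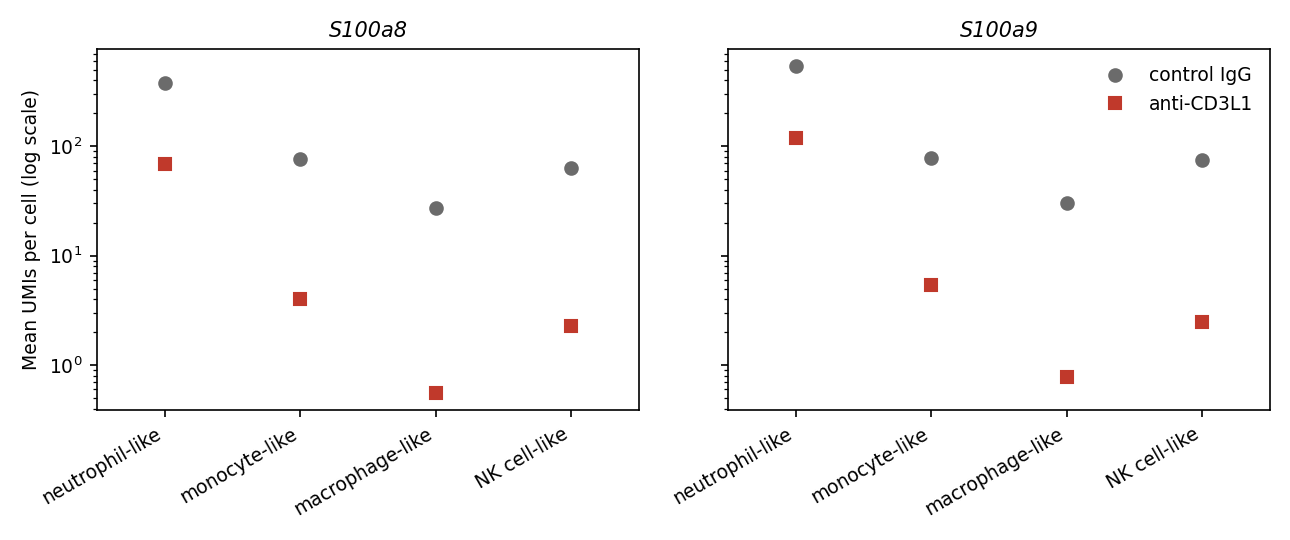
Mean UMIs per cell (vertical axis, log scale) of S100a8 and S100a9 in neutrophil-like, monocyte-like, macrophage-like and NK cell-like cells of the control IgG and anti-CD3L1 libraries, each point 1 library. In the control IgG library the NK cell-like point for S100a8 lies at 63.2 UMIs, above the macrophage-like point at 27.2.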

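The authors' deposited table of macrophage genes lists, for each gene, a log2 fold change of control IgG over anti-CD3L1 and a Wilcoxon p-value with cells as the units, so that a positive value is a gene higher under control IgG. In the authors' deposited table, the log2 fold change was 2.41 for S100a8, 2.50 for S100a9 and 0.85 for Arg1. For the M1 genes, the authors' deposited table gives −0.55 for Ly6c2, −0.38 for Ccl9, −0.20 for Cd86 and −0.15 for Cd74. The adjusted p-value over cells in the authors' deposited table was 4.74e-139 for Ly6c2, and it was 1 for Ccl9 and for Cd86. Csf1r is not among its genes. UMI counts were set beside these values in macrophage-like cells clustered with all variable genes, as in the Methods. There the log2 ratio of control IgG over anti-CD3L1 was 5.24 for S100a8, 5.02 for S100a9, 2.01 for Arg1, −1.44 for Ly6c2, −2.33 for Ccl9 and 0.12 for Cd86. Of 1306 genes with at least 20 UMIs, 950 (72.7%) had the same direction in UMI counts as in the authors' deposited table and 356 the opposite. Across these genes, which are not independent replicates, Pearson's r was 0.668. Each gene of the authors' deposited table was listed with a larger share of cells under control IgG, and 849 of them had this by UMI counts. The listed control IgG share was unlike the share of macrophage-like cells with a UMI, at 99.9% against 6.49% for Ly6a. Over genes it followed the share of cells with an integrated value above 0 (Pearson's r 0.975) more than the share with a UMI (0.701).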

The details of the signature gene changes are shown in Dataset EV1. To further elucidate the association between CD3L1 and M2 TAMs within the TME, we leveraged publicly available single-cell sequencing datasets. Our analysis revealed the wide expression of CD3L1 in TME, including cancer cells, exhausted T cells, and TAMs within the TME of osteosarcoma and several other advanced solid malignancies (Figs. 2H–J, and EV2E–J). The spatial overexpression of CD3L1 in the TME provided further evidence of its potential correlation with tumor-promoting functional activities.

**Figure 2:**
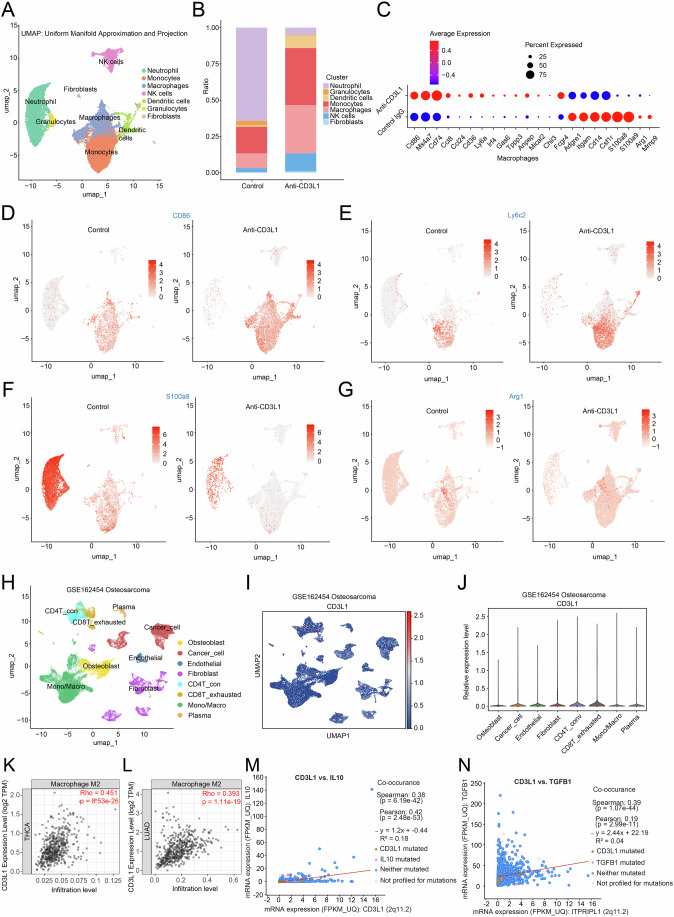
scRNA reveals the negative correlation between anti-CD3L1 treatment and M2 TAMs in the TME. (**A**, **B**) Single-cell RNA sequencing (scRNA seq) data of (**A**) Uniform manifold approximation and proximation (UMAP) plots showing the clustering of (**B**) Pie chart showing the differences in the proportion of CD45^+^ cells infiltrated in the TME of osteosarcoma samples from nude mice. (**C**) A dot plot illustrating the expression profiles of various macrophage-related genes across different macrophage subsets in the context of Anti-CD3L1 and Control IgG treatment conditions. The color gradient represents the average expression level of each gene, with red indicating higher expression and blue indicating lower expression. The size of each dot corresponds to the percentage of cells expressing the respective gene (25%, 50%, or 75%). (**D**–**G**) scRNA seq showing representative signature gene maps showing the upregulation of M1 TAM hallmark genes (**D**) CD86, (**E**) Ly6c2, and downregulation of M2 TAM hallmark genes (**F**) S100a8, (**G**) Arg1 after 10 mg/kg anti-CD3L1 treatment in comparison with control IgG treatment in the TME of osteosarcoma transplants isolated from nude mice. (**A**–**G**: *n* = 3 independent samples) (**H**, **I**) UAMP plots showing (**H**) the cell clustering, (**I**) the spatial expression of CD3L1 within the TME of public single-cell sequencing data from GSE162454 (Osteosarcoma) database. (**J**) The summary of CD3L1 expression level within the TME of GSE162454 (Osteosarcoma) database (*n* = 6 samples). (**K**, **L**) Pan-cancer analysis of different solid tumor cohorts reveals a significant positive correlation between CD3L1 expression and M2 macrophage infiltration in the TME of (**K**) Thyroid carcinoma (THCA) (**L**) Lung adenocarcinoma (LUAD). (**M**, **N**) TCGA pan-cancer atlas reveals the co-occurrence tendency and significant positive correlation between the CD3L1 expression level and expression levels of M2 TAM marker genes, including (**M**) IL-10 (**N**) TGFB1 in the TME across all types of cancer. (**K**–**N**) Correlation Analysis and Linear Regression Analysis (details in the methodological part).

**Figure EV2:**
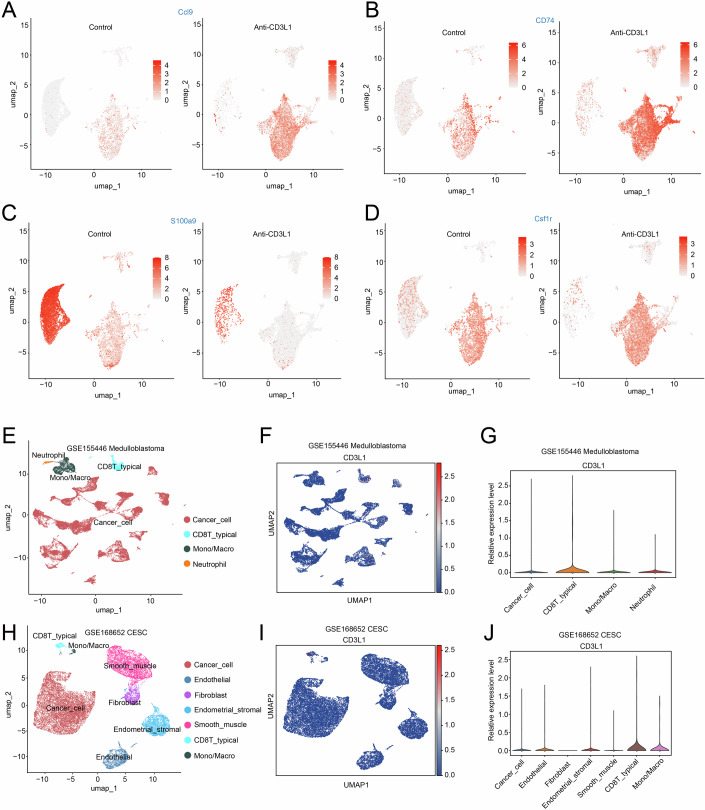
Single-cell sequencing analysis reveals the positive correlation between CD3L1 expression and M2 TAMs in the TME of advanced solid tumors, related to Fig. 2. (**A**–**D**) scRNA seq showing representative signature gene maps showing the upregulation of M1 TAM hallmark genes (**A**) CCL9 (**B**) CD74, and downregulation of M2 TAM hallmark genes (**C**) S100a9 (**D**) Csf1r after 10 mg/kg anti-CD3L1 treatment in comparison with control IgG treatment in the TME of osteosarcoma transplants isolated from nude mice. (**E**, **F**) UAMP plots showing (**E**) the cell clustering (**F**) the spatial expression of CD3L1 within the TME of public single-cell sequencing data from GSE155446 (Medulloblastoma) database. (**G**) The summary of CD3L1 expression level within the TME of GSE155446 (Medulloblastoma) database (*n* = 28 samples). (**H**,** I**) UAMP plots showing (**H**) the cell clustering (**I**) the spatial expression of CD3L1 within the TME of public single-cell sequencing data from GSE168652 (Cervical squamous cell carcinoma and endocervical carcinoma, CESC) database. (**J**) The summary of CD3L1 expression level within the TME of GSE168652 (CESC) database (*n* = 2 samples).

Moreover, pan-cancer cohort studies further substantiated a positive correlation between CD3L1 expression and M2 TAM infiltration across the TME of diverse advanced solid tumors (Figs. 2K,L and EV3A–F). A subsequent pan-cancer analysis utilizing data from TCGA demonstrated a co-occurrence tendency between CD3L1 expression and the expression of M2 TAM marker genes (including IL-10, CD163, and TGFB1) within the TME (Figs. 2M,N and EV3G). This finding further underscores the positive correlation between CD3L1 and M2 TAMs, suggesting a potential functional link in the context of tumor progression and immune evasion.

**Figure EV3:**
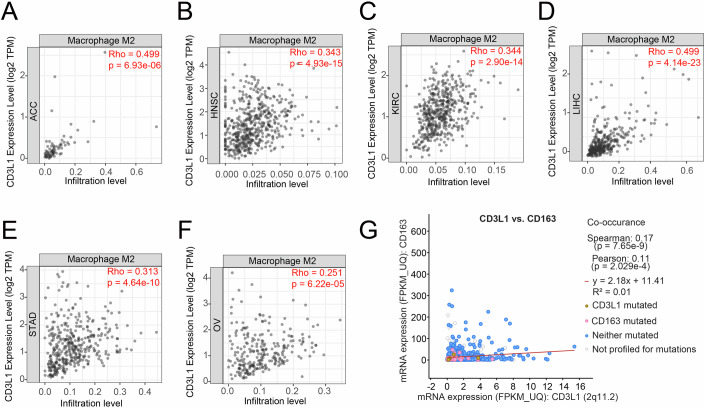
Supplementary information of datasets analysis related to Fig. 2. (**A**–**F**) Pan-cancer analysis of different solid tumor cohorts reveals a significant positive correlation between CD3L1 expression and M2 macrophage infiltration in the TME of (**A**) Adrenocortical carcinoma (ACC), (**B**) Head and neck squamous cell carcinoma (HNSC), (**C**) Kidney renal clear cell carcinoma (KIRC), (**D**) Liver hepatocellular carcinoma (LIHC), (**E**) Stomach adenocarcinoma (STAD), (**F**) Ovarian serous cystadenocarcinoma (OV). (**G**) TCGA pan-cancer atlas reveals the co-occurrence tendency and significant positive correlation between the CD3L1 expression level and the expression levels of M2 TAM marker genes CD163 in the TME across all types of cancer. (**A**–**G**) Correlation Analysis and Linear Regression Analysis (details in the methodological part).

In summary, our results demonstrate a robust negative correlation between anti-CD3L1 treatment and the presence or activity of M2 TAMs within the osteosarcoma TME. These findings contribute to evidence suggesting that, besides the rejuvenation of T cells, targeting CD3L1 may also offer therapeutic benefits by modulating TAM polarization and function, thereby influencing tumor progression and immune evasion mechanisms in osteosarcoma samples.

### Negative modulation of M2 TAMs function by anti-CD3L1 treatment

To further elucidate the regulatory mechanisms between anti-CD3L1 treatment and M2 TAMs, we conducted a comprehensive series of experiments aimed at assessing the impact of anti-CD3L1 on the functional characteristics of M2 TAMs (Fig. 3A). Specifically, we utilized M2 TAMs derived from the THP-1 monocyte cell line, which were induced to differentiate into M2 phenotype macrophages through a sequential treatment with proper concentration of phorbol 12-myristate 13-acetate (PMA), followed by interleukin-4 (IL-4) and interleukin-13 (IL-13) (Gunassekaran et al, 2021; Huang et al, 2018; Su et al, 2015; Genin et al, 2015). Consequently, we co-cultured the induced M2 macrophages with 143 tumor cells at 5:1 ratio for 24 h, to build a tumor-macrophage co-culture model for the following in vitro studies.

**Figure 3:**
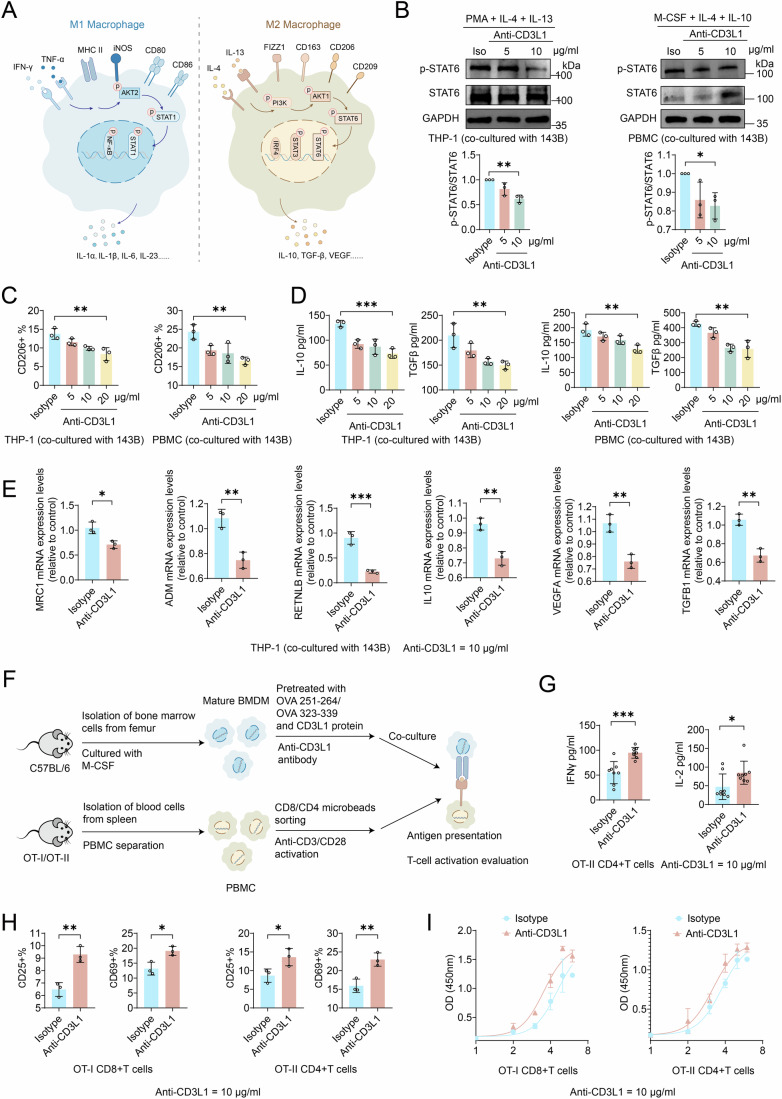
Negative modulation of M2 TAMs function by anti-CD3L1 treatment. (**A**) Schematic description of the possible impact of anti-CD3L1 on the M2 TAM function. (**B**) Immunoblot showing a substantial decrease in the phosphorylation of STAT6 after anti-CD3L1 treatment in induced M2 TAMs from THP-1 cells or PBMCs co-cultured with 143B cells (*n* = 3 independent experiments). (**C**) Representative flow cytometry results showing a substantial downregulation of M2 TAM marker CD206 after anti-CD3L1 treatment in the co-culture system (*n *= 3 independent samples). (**D**) ELISA showing a remarkable decrease in the IL-10 and TGF-β secretion after anti-CD3L1 treatment in the co-culture system (*n* = 3 independent samples). (**E**) qPCR showing a significant downregulation of the signature genes of M2 TAMs (TGFB1, IL-10, VEGFA, ADM, MRC1, RETNLB) after anti-CD3L1 treatment in the induced M2 TAMs (THP-1) from the co-cultured systems (*n* = 3 independent experiments). (**F**) Schematic description of the antigen presentation assay. (**G**) ELISA showing a significant increase in the secreted cytokines (IFNγ, IL-2) after anti-CD3L1 treatment from the co-cultured CD4^ +^ T cells isolated from OT-II mice (*n* = 8 independent wells). (**H**) Representative flow cytometry results showing the upregulation of antigen-presentation capacity of BMDMs after anti-CD3L1 treatment by evaluating the upregulated activation markers (CD25/CD69) of co-cultured CD8/CD4^+^ T cells isolated from OT-I or OT-II mice (*n* = 3 independent samples). (**I**) CCK-8 assay showing the growth curve of co-cultured CD8/CD4^+^ T cells isolated from OT-I or OT-II mice (*n* = 3 independent samples). *P < 0.05, **P < 0.01, ***P < 0.001. Data are mean ±  s.d. (**B**–**D**) One-way ANOVA; (**E**, **G**, **H**) Two-tailed unpaired Student’s *t* test. Exact *P* values: (**B**) THP-1 model: *P* = 0.0044; PBMC model: *P* = 0.0454; (**C**): THP-1 model: *P* = 0.0041; PBMC model: *P* = 0.0057. (**D**) THP-1 IL-10: *P* = 0.0006; TGFB: *P* = 0.0056; PBMC IL-10: *P* = 0.0077; TGFB: *P* = 0.0013. (**E**) IL-10: *P* = 0.0028; TGFB1: *P* = 0.0020; MRC1: *P* = 0.0139; RETNLB: *P* = 0.0009; VEGFA: *P* = 0.0041; ADM: *P *= 0.0039. (**G**) IL-2: *P* = 0.0368; IFNγ: *P* = 0.0004. (**H**) OT-I: CD25: *P* = 0.0045; CD69: *P* = 0.0175; OT-II: CD25: *P *= 0.0429; CD69: P = 0.0085. Source data are available online for this figure.

Subsequently, we conducted immunoblotting analyses to investigate the downstream signaling pathways affected by anti-CD3L1 in these M2 TAMs. The canonical signaling of M2 TAMs involves the PI3K axis, the PPARγ axis, and the JAK-STAT axis (Chen et al, 2023; Fichtner-Feigl et al, 2006; Ghosh et al, 2024). Our findings revealed that anti-CD3L1 treatment significantly downregulated the phosphorylation of signal transducer and activator of transcription 6 (STAT6), a key regulatory molecule in M2 TAM signaling in the induced M2 TAMs (Fig. 3B). IL-4 and IL-13 were generally considered as the initiator and activator of the M2 TAMs signaling, and the dephosphorylation of STAT6 further indicated the inhibition of M2 TAMs function by anti-CD3L1 treatment. Comparable results were observed in M2 TAMs derived from peripheral blood mononuclear cells (PBMCs), which were induced to differentiate by macrophage colony-stimulating factor (M-CSF), followed by IL-4 and interleukin-10 (IL-10), that anti-CD3L1 treatment can substantially downregulate the downstream signaling of the M2 TAMs.

To further corroborate our findings, flow cytometry analysis was utilized to evaluate the CD206 surface expression directly, which demonstrated a downregulation of CD206 expression in the induced M2 TAMs in response to anti-CD3L1 treatment of different concentrations (Figs. 3C and EV4A). The signature cytokines secreted by M2 TAMs, namely IL-10 and transforming growth factor-beta (TGF-β) (Cai et al, 2024), were analyzed using enzyme-linked immunosorbent assay (ELISA). Our results indicated a remarkable decrease in the secretion of both IL-10 and TGF-β following anti-CD3L1 treatment in a concentration-dependent pattern in the induced M2 TAMs derived from THP-1 or PBMC (Fig. 3D).

**Figure EV4:**
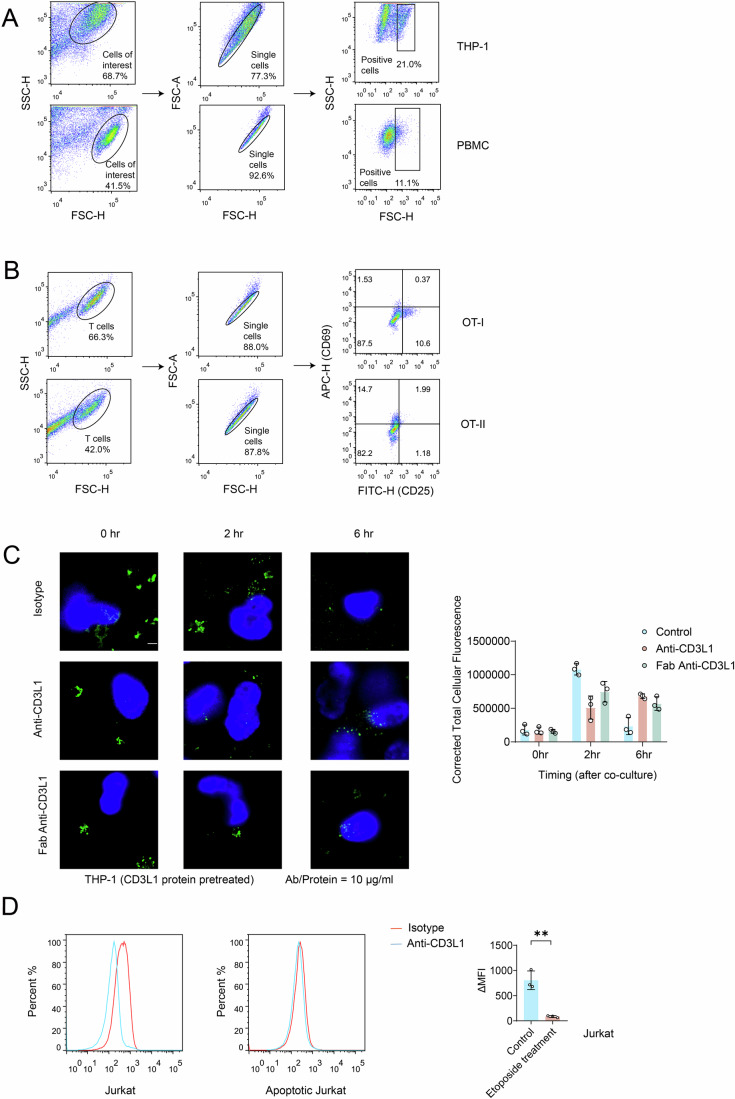
Supplementary information of the experiments related to Figs. 3–4. (**A**) The gating strategy of the induced cells: cells were first gated by FSC-H/SSC-H to select out the main cell populations, and then gated by FSC-A/FSC-H to select out the single cells, and then gated by APC-H/SSC-H to select out the CD206-positive populations. (**B**) The gating strategy of the T cells: cells were first gated by FSC-H/SSC-H to select out the main cell populations, and then gated by FSC-A/FSC-H to select out the single cells, and then gated by APC-H/SSC-H and FITC-H/SSC-H to select out the CD69/CD25 positive populations. (**C**) The microscopic views (×60) of efferocytosis assay with induced THP-1 cells (pre-treated by CD3L1 protein) treated by control isotype or anti-CD3L1 or Fab anti-CD3L1 protein engulfing stained apoptotic Jurkat cells at timing 0, 2 and 6 h after the efferocytosis with the respective analysis showing significant downregulation in efferocytotic capacity of the induced M2-like TAMs from THP-1 cells after 10 μg/ml anti-CD3L1 treatment (*n* = 3 independent samples) (scale bar = 5 μm). (**D**) Representative flow cytometry results showing significant diminished binding between Jurkat cells and anti-CD3L1 after etoposide treatment (*n* = 3 independent samples). **P < 0.01. Data are mean ± s.d. (**D**) Two-tailed unpaired Student’s *t* test. Exact *P* values: Control vs Etoposide: *P* = 0.0034.

To gain insights into the broader impact of anti-CD3L1 on TAM polarization, we conducted quantitative polymerase chain reaction (qPCR) analyses to evaluate the expression of signature genes associated with M2 TAMs. Specifically, the mRNA expression of signature genes indicative of M2 TAMs (*CD206(MRC1), RETNLB, TGFB1, IL-10, VEGFA, ADM*) in THP-1-induced M2 TAMs was evaluated and analyzed (Cai et al, 2024; Han et al, 2023) (Fig. 3E; Table EV1). The substantial downregulation of the relative mRNA expression levels of the M2 TAMs signature genes in the induced M2 TAMs by 10 μg/ml anti-CD3L1 treatment indicated the negative impact of anti-CD3L1 on M2 TAM polarization.

Besides the functions above, key immune cells within the innate immune system, macrophages, exhibit a multifaceted role in orchestrating immune responses, particularly as antigen-presenting cells (APC) (Waibl Polania et al, 2025; Wang et al, 2025; Zhang et al, 2025). Previous studies have confirmed that M1 TAMs were equipped with more robust antigen-presentation capacities. After selecting bone marrow-derived macrophages (BMDMs) as antigen-presenting cells (APCs) (Ghosh et al, 2024; Wang et al, 2023; Zhou et al, 2022a; He et al, 2022), we employed ovalbumin (OVA) as a model antigen and utilized CD8^+^/CD4^+^ T cells isolated from OT-I/OT-II transgenic mice as responder T cells (Lin et al, 2024; Stein et al, 2021). We co-cultured the CD3L1-pre-treated, OVA-processed mature BMDMs with the T cells with different concentrations of anti-CD3L1 antibody for a proper period, and activation markers of T cells (CD25/CD69), the growth curve of the T cells, and the activation cytokines produced (IL-2/IFNγ) were tested to evaluate the antigen-presentation process (Figs. 3F–I and EV4B). The results suggested that after anti-CD3L1 treatment, the percentage of activated T cells, the proliferation of the T cells, and the cytokine production were substantially upregulated, indicating the reinforcement of antigen-presentation capacity of the macrophages by anti-CD3L1 treatment. Collectively, these results provide compelling evidence for a substantial downregulation of M2 TAM function by anti-CD3L1 treatment, suggesting the potential role of CD3L1 in M2 TAM polarization and immune modulation in TME.

### The modulation of M2 TAMs function by anti-CD3L1 treatment was Fc-independent

Previous studies have demonstrated that the Fc region of antibodies can be recognized and bound by various Fc gamma receptors (FcγRs), including FcγRI/CD64, FcγRII/CD32, and FcγRIII/CD16, which are expressed on the surface of macrophages (Bond et al, 2024; Lopez-Sanz et al, 2023; Danzer et al, 2020; Zhang et al, 2020; Lo Russo et al, 2019). This binding interaction is essential for the opsonization process, wherein antibodies facilitate the phagocytosis of antigens by macrophages. In addition, it promotes intracellular signaling, enhances phagocytotic activity, and augments the inflammatory response. Given the well-established close correlation between macrophage regulation and the Fc fragment of antibodies, we conducted functional evaluation experiments again, encompassing immunoblotting, flow cytometry, cytokine ELISA, and qPCR (Fig. 4A–D). These experiments were performed using Fab proteins derived from anti-CD3L1 (Fab anti-CD3L1 protein) to eliminate any potential interference from the Fc fragments of anti-CD3L1. The results obtained were comparable to those from treatments with intact anti-CD3L1 antibodies, indicating that the negative modulation of M2 TAMs by anti-CD3L1 was Fc-independent.

**Figure 4:**
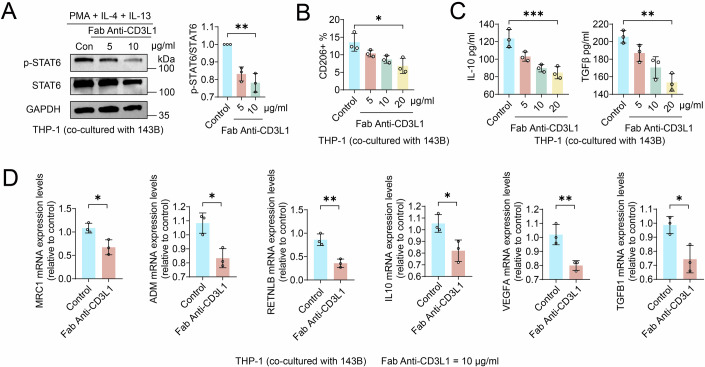
Anti-CD3L1 modulates M2 TAMs through an Fc-independent pattern. (**A**) Immunoblot showing a substantial decrease in the phosphorylation of STAT6 after Fab anti-CD3L1 protein treatment in induced M2 TAMs from THP-1 cells co-cultured with 143B cells (*n* = 3 independent experiments). (**B**) Representative flow cytometry results showing a substantial downregulation of M2 TAM marker CD206 after Fab anti-CD3L1 protein treatment in the co-culture system (*n* = 3 independent samples). (**C**) ELISA showing a remarkable decrease in the IL-10 and TGF-β secretion after Fab anti-CD3L1 protein treatment in the co-culture system (*n* = 3 independent samples). (**D**) qPCR showing a significant downregulation of the signature genes of M2 TAMs (TGFB1, IL-10, VEGFA, ADM, MRC1, RETNLB) after Fab anti-CD3L1 protein treatment in the induced M2 TAMs (THP-1) from the co-cultured systems (*n* = 3 independent experiments). *P < 0.05, **P < 0.01, ***P < 0.001. Data are mean ± s.d. (**A**–**C**) Two-tailed unpaired Student’s *t* test. (**D**) One-way ANOVA. Exact *P* values: (**A**) *P* = 0.0010. (**B**) *P* = 0.0107. (**C**) IL-10: *P* = 0.0004; TGFB: *P* = 0.0012. (**D**) IL-10: *P* = 0.0273; TGFB1: *P* = 0.0213; MRC1: *P *= 0.0206; RETNLB: *P* = 0.0028; VEGFA: *P* = 0.0089; ADM: *P* = 0.0121. Source data are available online for this figure.

Previous studies have highlighted the robust phagocytotic and efferocytotic capabilities of M2 macrophages, emphasizing their specialized role in immune regulation, tissue repair, and waste clearance in the microenvironment (Kumar Jha et al, 2024; Govindappa and Elfar, 2022; Vergadi et al, 2017). Therefore, we investigated whether anti-CD3L1 treatment affected these functions in M2 TAMs (Fig. EV4C). Utilizing apoptotic Jurkat cells stained by pHrodo green STP ester as the efferocytotic targets, our findings revealed a significant diminution in the efferocytotic functions of the induced M2 TAMs following anti-CD3L1/Fab anti-CD3L1 protein treatment. In addition, our findings indicate that apoptotic Jurkat cells failed to exhibit binding to the anti-CD3L1 antibody, potentially due to the specificity of the epitope recognized by this antibody. The anti-CD3L1 antibody targets the “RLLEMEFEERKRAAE” sequence, and it is plausible that this epitope undergoes modification or becomes inaccessible as a result of apoptotic processes, thereby abrogating antibody binding (Fig. EV4D). The results collectively suggested that the regulation of M2 TAMs by anti-CD3L1 was independent of the Fc fragments.

### CD3L1 interacts with NRP2 to promote M2 TAMs polarization

To conduct a comprehensive investigation of the regulatory network between CD3L1 and M2 TAMs, we started with the screening of potential CD3L1-interacting molecules that are highly correlated with macrophage functions. Through this analysis, we identified that among the myriad of important macrophage-associated immune-related molecules, only Neuropilin-2 (NRP2) demonstrated a robust interaction with the CD3L1 protein (Billerhart et al, 2021; Cao et al, 2021; Zhou et al, 2022b; Guan et al, 2024; Zhu et al, 2022; Mei et al, 2023; Bader et al, 2024; Zhang et al, 2023) (Fig. 5A). To further validate this interaction, we utilized ELISA technique, employing various concentrations of the proteins. The results from these assays demonstrated a substantial affinity between CD3L1 and NRP2 (Fig. 5B). We further performed a proximity ligation assay (PLA) using HEK293 cells engineered to overexpress either the extracellular domain (ECD) or the intracellular domain (ICD) of CD3L1, in conjunction with the ECD of NRP2 (Fig. 5C). The results suggested that the ECD of CD3L1 interacted with the ECD of NRP2, which were consistent with the ELISA findings. Additionally, our further exploration revealed that the anti-CD3L1 antibody could significantly block the interaction between CD3L1 and NRP2 in a concentration-dependent pattern, supporting the potential role of CD3L1-NRP2 interaction in the regulation of macrophage functions (Fig. EV5A).

**Figure 5:**
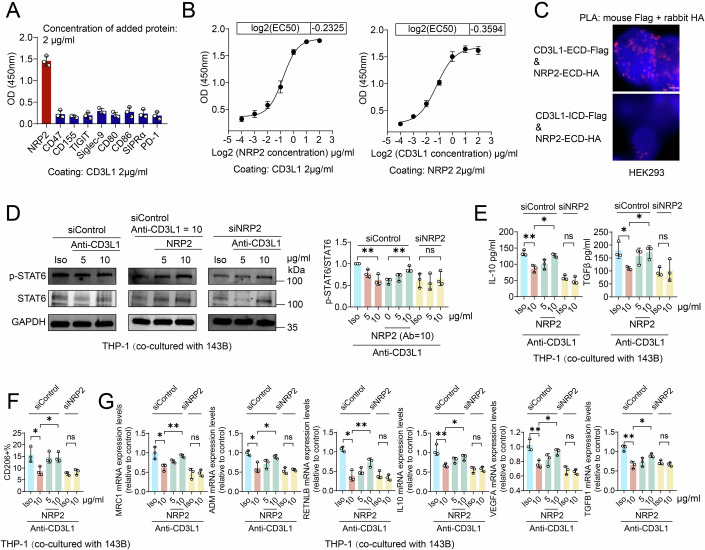
CD3L1 interacts with NRP2 to promote M2 TAMs polarization. (**A**) Screening ELISA showing that NRP2 was the sole protein closely correlated with macrophage-associated immunity with high affinity to CD3L1 (the ectodomains of different proteins were applied, *n* = 3 independent wells). (**B**) S-shaped binding curve between CD3L1 protein and NRP2 protein (*n *= 3 independent wells). (**C**) Representative images of PLA assay showing the binding between CD3L1-ECD but not CD3L1-ICD and NRP2 (*n* = 3 independent samples) (scale bar = 5 μm). (**D**) Immunoblot showing the decrease in the phosphorylation of STAT6, (**E**) ELISA showing the decrease in the IL-10 and TGF-β secretion, (**F**) flow cytometry showing the downregulation of M2 TAM marker CD206, (**G**) qPCR showing the downregulation of the signature genes of M2 TAMs (TGFB1, IL-10, VEGFA, ADM, MRC1, RETNLB) after anti-CD3L1 treatment can be reproducible in M2 TAMs induced from THP-1 cells (co-cultured with 143B cells) transfected with control siRNA but not siRNA knocking down NRP2, and the knockdown of NRP2 results in downregulation of M2 TAMs itself, and the effect of anti-CD3L1 can be rescued by NRP2 protein (*n* = 3 independent experiments). *P < 0.05, **P < 0.01, with ns as no significance. Data are mean ± s.d. (**D**–**G**) One-way ANOVA and two-tailed unpaired Student’s *t* test. Exact *P* values: (**D**) siControl control vs treated: *P* = 0.0064; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0107; siNRP2 control vs treated: *P* = 0.8569. (**E**) IL-10: siControl control vs treated: *P* = 0.0059; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0108; siNRP2 control vs treated: *P* = 0.3201. TGFB: siControl control vs treated: *P* = 0.0391; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0388; siNRP2 control vs treated: *P* = 0.8768. (**F**) siControl control vs treated: *P* = 0.0328; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0230; siNRP2 control vs treated: *P* = 0.3928. (**G**) IL-10: siControl control vs treated: *P* = 0.0059; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0245; siNRP2 control vs treated: *P* = 0.7436. TGFB1: siControl control vs treated: *P* = 0.0027; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0339; siNRP2 control vs treated: *P* = 0.3223. MRC1: siControl control vs treated: *P* = 0.0142; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0033; siNRP2 control vs treated: *P* = 0.9162. RETNLB: siControl control vs treated: *P* = 0.0003; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0252; siNRP2 control vs treated: *P* = 0.3734. VEGFA: siControl control vs treated: *P* = 0.0105; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0426; siNRP2 control vs treated: *P* = 0.5725. ADM: siControl control vs treated: *P* = 0.0123; siControl+anti-CD3L1+control vs siControl+anti-CD3L1 + NRP2: *P* = 0.0420; siNRP2 control vs treated: *P* = 0.6159. Source data are available online for this figure.

**Figure EV5:**
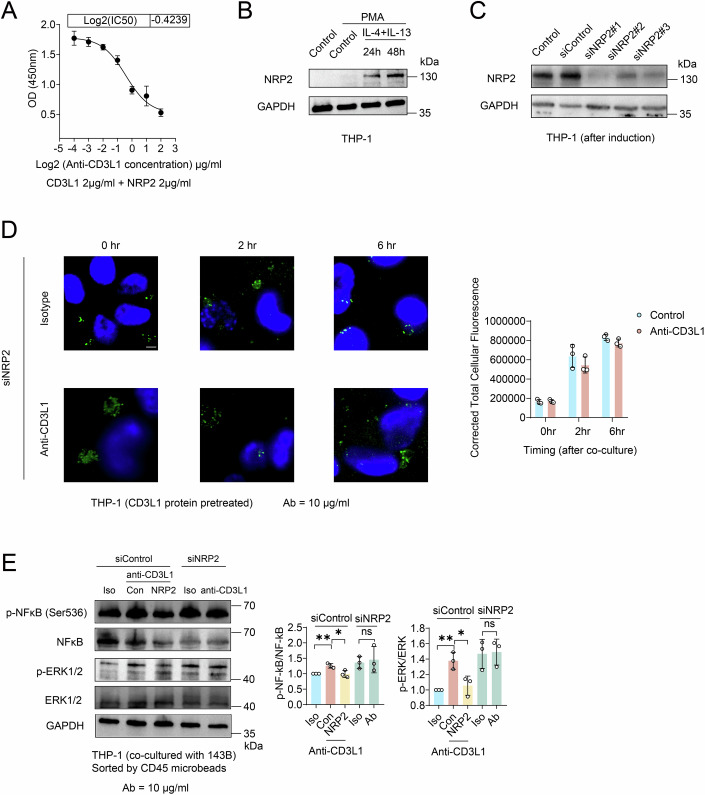
Supplementary information of the experiments related to Fig. 5. (**A**) ELISA showing blockade of CD3L1-NRP2 interaction by different concentrations of anti-CD3L1 (*n* = 3 independent wells). (**B**) Immunoblot showing the NRP2 expression in different stages of induced THP-1 cells (*n* = 3 independent experiments). (**C**) Immunoblot showing the knockdown effect of NRP2 by different siRNAs in THP-1 cells (*n* = 3 independent experiments). (**D**) The microscopic views (×60) of efferocytosis assay with induced THP-1 cells (pre-treated by CD3L1 protein) after siRNAs treatment treated by control isotype or anti-CD3L1 engulfing stained apoptotic Jurkat cells at timing 0, 2, and 6 h after the efferocytosis with the respective analysis showing no significant downregulation in efferocytotic capacity of the M2-like TAM induced THP-1 cells with siRNA knocking down NRP2 treatment after 10 μg/ml anti-CD3L1 treatment (*n* = 3 independent samples) (scale bar = 5 μm). (**E**) Representative immunoblot results showing that anti-CD3L1 can counteract the inhibition of NRP2 on the downstream signaling pathways (NFκB and MAPK-ERK), which can be restored by NRP2 protein and diminished by NRP2 knockdown (*n* = 3 independent experiments). *P < 0.05, **P < 0.01, with ns as no significance. Data are mean ± s.d. (**E**) Two-tailed unpaired Student’s *t* test. Exact *P* values: pNF-κB/NF-κB: siControl: Isotype vs anti-CD3L1: *P* = 0.0040; anti-CD3L1 vs NRP2 protein: *P* = 0.0296; siNRP2: Isotype: anti-CD3L1: *P* = 0.7501;pERK/ERK: siControl: Isotype vs anti-CD3L1: *P* = 0.0040; anti-CD3L1 vs NRP2 protein: *P* = 0.0281; siNRP2: Isotype: anti-CD3L1: *P *= 0.8837.

Previous studies have established that NRP2 plays a pivotal role in promoting the polarization and functional activities of M2 TAMs in TME (Roy et al, 2018; Yang et al, 2022b). We first confirmed the expression of NRP2 in different stages of THP-1 cells during the M2 TAMs induction (Fig. EV5B). Given the notable expression and function of NRP2 on M2 TAMs, we adhered to standardized protocols to knock down NRP2 using siRNA during the induction of M2 TAMs from THP-1 cells. The siRNA sequences are shown in Table EV2. By immunoblotting assay analysis, we selected the siRNA with the best NRP2 knockdown effect for further experiments (Fig. EV5C). To assess the functional consequences of NRP2 knockdown and the role of CD3L1-NRP2 interaction in the M2 TAMs polarization and function, we tested several key aspects of M2 TAMs as mentioned above, with or without anti-CD3L1 treatment. The evaluations included the phosphorylation of STAT6 by immunoblot, CD206 expression by flow cytometry, IL-10 and TGF-β secretion by ELISA, the expressions of signature genes associated with M1 and M2 TAMs by qPCR, and the efferocytotic function of M2 TAMs by immunofluorescence in the THP-1 derived M2 TAMs co-cultured with tumor cells. These evaluations were conducted in comparison with control siRNA-treated cells (Figs. 5D–G and EV5D). We noticed that in the THP-1 induced M2 TAMs treated by control siRNA, the results after 10 μg/ml anti-CD3L1 treatment observed in our previous experiments were reproducible and comparable. In comparison, after NRP2 knockdown by the siRNA, the results of these experiments demonstrated that the administration of anti-CD3L1 no longer exhibited substantial changes in the polarization and functional activities of the induced M2 TAMs, thereby highlighting the crucial role of NRP2 in the regulatory interplay between CD3L1 and M2 TAMs. Additionally, after NRP2 knockdown, the polarization and function of the induced M2 TAMs were significantly compromised, which was in accordance with previous studies and the effect of anti-CD3L1 treatment. Furthermore, considering knockdown of NRP2 might induce a maximal effect, potentially masking any additional effects conferred by anti-CD3L1, we designed a series of experiments employing varying concentrations of human NRP2 protein as a competitive binder to NRP2 in the presence of anti-CD3L1. The results of these experiments revealed a significant rescue effect, providing compelling evidence that the influence of anti-CD3L1 on macrophages is indeed contingent upon the CD3L1-NRP2 axis (Fig. 5D–G).

Previous studies have demonstrated that in macrophages, NRP2 exhibits strong correlations with NF-κB and MAPK-ERK signaling pathways. Specifically, NRP2 activation has been shown to downregulate both NF-κB and MAPK-ERK pathways, thereby suppressing M1 macrophage polarization (Dhupar et al, 2024; Yang et al, 2022b; Li et al, 2024b; Schellenburg et al, 2017; Rey-Gallardo et al, 2011). Given that evaluating downstream NRP2 signaling provides a more direct reflection of the regulatory effects mediated by the CD3L1-NRP2 axis on macrophage function, we selected NF-κB p65 and ERK1/2 as representative markers of these pathways. We assessed the phosphorylation status of NF-κB p65 (Ser536) and ERK1/2 (Thr202/Tyr204) to investigate the impact of anti-CD3L1 treatment (Fig. EV5E). Our results indicated that anti-CD3L1 significantly counteracts the inhibitory effects of NRP2 on downstream signaling, an effect that could be restored by exogenous NRP2 protein supplementation. Conversely, NRP2 knockdown attenuated the regulatory effects of anti-CD3L1. These findings further elucidate the direct modulation of TAM polarization by anti-CD3L1 through the CD3L1-NRP2 signaling axis.

Taken together, our data suggest that, in addition to the previously discovered receptor CD3ε, CD3L1 also interacts with NRP2, a significant receptor that is widely expressed by monocytes/macrophages. Furthermore, the anti-CD3L1 antibody effectively blocks the CD3L1-NRP2 interaction, leading to the downregulation of M2 TAM polarization and function. The impact of anti-CD3L1 treatment on the induced M2 TAMs was consistent with NRP2 knockdown, and NRP2 was crucial for anti-CD3L1 treatment to take effect, indicating the pivotal role of CD3L1-NRP2 interaction.

### In vivo enhancement of anti-tumor macrophage function via anti-CD3L1 therapy in osteosarcoma models

To further investigate the in vivo effects of anti-CD3L1 in the context of T lymphocyte deficiency in osteosarcoma models, and given the pivotal role of TAMs modulation in these specific tumor types, we utilized nude mice to establish our tumor implantation model (Fig. 6A). Prior to the model building, The strong interaction between mouse NRP2 and human CD3L1 protein (which can be effectively blocked by the anti-CD3L1 antibody) was validated prior to the model building (Fig. EV6A,B).

**Figure 6:**
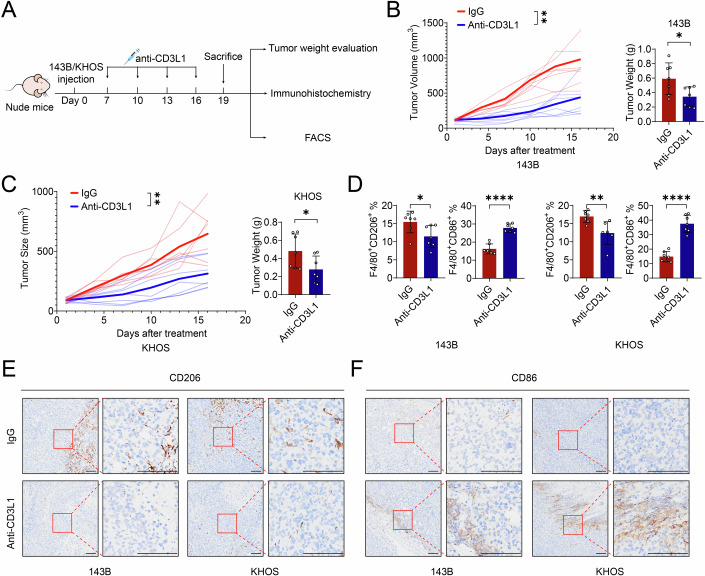
In vivo retardation of osteosarcoma growth with downregulation of M2 TAMs via anti-CD3L1 therapy in nude mice model. (**A**) Schematic description of the design of in vivo experiments. (**B**, **C**) Tumor volume curve and tumor weight measurement showing significant tumor growth retardation of (**B**) 143B, (**C**) KHOS by 10 mg/kg anti-CD3L1 in comparison with 10 mg/kg isotype human IgG treatment in xenograft nude mouse models (*n* = 7 mice per group). (**D**) Flow cytometry of macrophages isolated from the tumors of the xenograft nude mouse models showing a substantial decrease in F4/80^+^CD206^+^ M2 TAMs and an increase in F4/80^+^CD86^+^ M1 TAMs after 10 mg/kg anti-CD3L1 treatment in comparison with 10 mg/kg isotype human IgG treatment (*n* = 7 independent samples per group). (**E**, **F**) IHC staining results showing the substantial differences of the markers of (**F**) M1 (CD86) and (**E**) M2 (CD206) TAMs infiltrated in the 143B/KHOS TME by human 10 mg/kg human IgG treatment and 10 mg/kg anti-CD3L1 treatment in nude mice (*n* = 7 independent samples per group) under ×5 and ×20 microscopic views (scale bar = 100 μm). *P < 0.05, **P < 0.01, ****P < 0.0001. Data are mean ± s.d. (**B**–**D**) Two-tailed unpaired Student’s *t* test. Exact *P* values: (**B**) Tumor volume: *P* = 0.0046; Tumor weight: *P* = 0.0252. (**C**) Tumor volume: *P* = 0.0044; Tumor weight: *P* = 0.0441. (**D**) 143B: F4/80^+^ CD86^+^ control vs treated: *P* = 1.6503363511E-06; F4/80^+^ CD206^+^ control vs treated: *P* = 0.0292; KHOS: F4/80^+^ CD86^+^ control vs treated: *P* = 1.4443459295E-06; F4/80^+^ CD206^+^ control vs treated: *P* = 0.0049. Source data are available online for this figure.

**Figure EV6:**
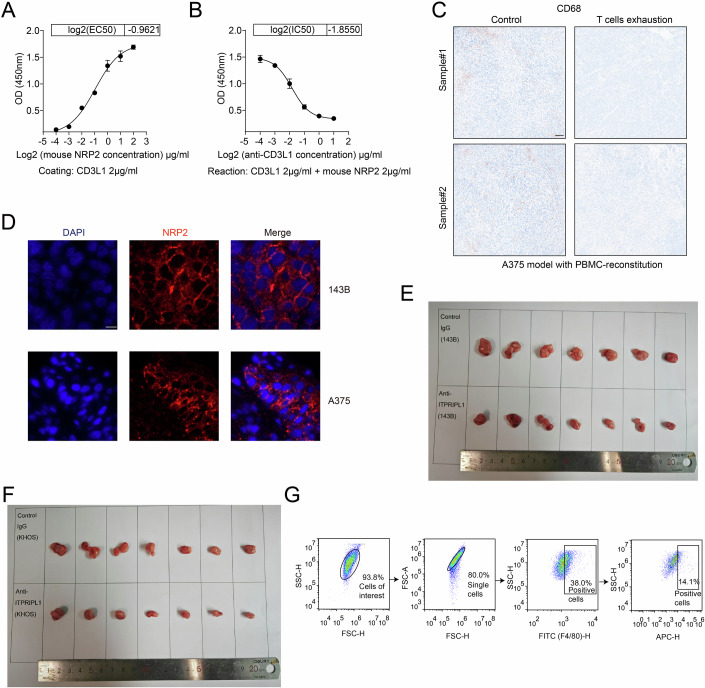
Supplementary information of the in vivo experiments related to Fig. 6. (**A**, **B**) ELISA binding curve showing great affinity between human CD3L1 and mouse NRP2 protein, which can be blocked by anti-CD3L1 antibody (*n* = 3 independent wells). (**C**) IHC staining of the human macrophage marker CD68 in the A375 transplant samples in our previous PBMC-reconstituted model under ×5 and ×20 microscopic views, showing a significant decrease in CD68-positive cells after T-cell exhaustion (*n* = 3 independent samples, scale bar = 50 μm). (**D**) Representative images showing the expression of NRP2 in the 143B (osteosarcoma) and A375 (melanoma) transplant samples under ×60 microscopic view (*n* = 3 independent samples) (scale bar = 10 μm). (**E**, **F**) Macroscopic views of the (**E**) 143B (**F**) KHOS tumors isolated from nude mice tumor transplant (*n* = 7 mice per group). (**G**) The gating strategy of the isolated immune cells infiltrated in the tumor microenvironment of the nude mice: cells were first gated by FSC-H/SSC-H to select out the main cell populations, and then gated by FSC-A/FSC-H to select out the single cells, and then gated by FITC-H/SSC-H to select out the F4/80-positive populations, and then gated by APC-H/SSC-H to select out the CD86/CD206-positive groups. Data are mean ±  s.d.

Our previous findings have shown that in tumor models such as A375 melanoma transplants, where cytotoxic T cells play a dominant role, the depletion of T cells leads to a significant reduction in the therapeutic efficacy of anti-CD3L1 treatment (Deng et al, 2024). Upon re-evaluating our A375 models, we conducted IHC staining of tumor samples using CD68 as a marker of macrophages. Our findings indicate that following the depletion of CD4^+^ and CD8^+^ T cells in PBMC-reconstituted NPSG mice, there was a significant reduction in the infiltration of functional macrophages (Fig. EV6C). It is likely attributable to the inherent limitation that the PBMC-reconstituted humanized immune mouse model fails to perfectly replicate the natural immune microenvironment. This phenomenon may be attributed to the limitations of immune reconstitution in accurately replicating the natural clinical microenvironment. Specifically, given the intricate interplay between T cells and macrophages within the tumor microenvironment, the exclusion of T cells may compromise macrophage survival in the PBMC-reconstituted NPSG model. We also evaluated the NRP2 expression in the A375 (melanoma) and 143B (osteosarcoma) TME (Fig. EV6D). Furthermore, in contrast to the melanoma microenvironment, the osteosarcoma microenvironment exhibits a greater reliance on the anti-tumor immune function mediated by macrophages, whereas T cells contribute relatively minimally to anti-tumor immune responses. In osteosarcoma models implanting 143B or KHOS cells in nude mice, both exhibited notable tumor retardation following anti-CD3L1 treatment in the context of lack of T cells, indicating the promotion of anti-tumor response by anti-CD3L1 antibody other than T-cell rejuvenation (Figs. 6B,C and EV6E,F). Through a comprehensive single-cell mRNA sequencing analysis of the immune cells isolated from the osteosarcoma tumor samples, sorted by CD45 microbeads, we gained further insights into the mechanisms underlying these observations (Figs. 2A–G and EV2A–D). 

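Macrophage-like cells with at least 1 UMI of Cd86, an M1 gene, or of Mrc1, which encodes the M2 marker CD206, were compared after each cell was thinned to 1000 UMIs, because the median macrophage-like cell held 13421 UMIs in the control IgG library and 9762 in the anti-CD3L1 library. Thinning left out 4 control IgG and 5 anti-CD3L1 cells with fewer UMIs. Cd86 was detected in 25.8% (exact binomial 95% interval 23.2 to 28.7%) of the thinned macrophage-like cells of the control IgG library and in 23.4% (22.1 to 24.6%) of those of the anti-CD3L1 library. The difference of −2.48 points (−5.56 to 0.49) was not detectable at this depth. Unthinned, the shares were 83.4% and 76.6%. In NK-like cells, with medians of 9948 and 8469 UMIs, 2.61% and 4.24% of thinned cells held a UMI of Cd86. Mrc1 (ENSMUSG00000026712), on chromosome 2 of GRCm38 from 14229392 to 14332057, was detected in 15.5% (13.3 to 17.9%) and 17.5% (16.4 to 18.6%) of thinned macrophage-like cells, a difference of 2.03 points (−0.60 to 4.49) that was also within counting error. Its unthinned shares were 48.6% and 57.3%, and its thinned shares in NK-like cells were 0.435% and 1.26%. In CPM, Mrc1 had 218 (210.0 to 226) and 257 (253 to 262) in macrophage-like cells. With monocyte-like and macrophage-like cells taken as 1 class, the difference for Cd86 was 3.88 points. The Mrc1 log2 ratio of control IgG over anti-CD3L1 was −0.24 in macrophage-like cells and −0.83 in that joint class. Mrc1 was thus higher after treatment in both. Without integration of the libraries, the differences in share were −9.43 points for Cd86 and −7.71 points for Mrc1. There the same Mrc1 log2 ratio was 0.36, lower after treatment.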

Our analysis revealed a substantial increase in the proportion of M1 macrophages, accompanied by a remarkable decrease in M2 TAMs, with activation of the M1 TAMs signaling pathways and inhibition of the M2 TAMs functions. 

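The same lists of genes were read in monocyte-like cells, the cluster led by Vcan, Chil3, Plcb1, Thbs1 and Ly6c2. There 15 of the 16 M1 genes had a higher CPM after anti-CD3L1 treatment, 14 of them with a 95% counting interval of the ratio above 1, and the interval of Mical2 reached below 1. Chil3 was lower, with a log2 ratio of −1.26 (−1.38 to −1.14). The median log2 ratio over the M1 list was 1.09, with Ly6a at 2.95, Ccl24 at 2.91 and Ccl8 at 2.89 as the largest. Of the 8 M2 genes, 6 had a lower CPM, and Adgre1 and Csf1r differed by less than the counting error. The median over the M2 list was −1.59. S100a8 fell by 3.54 and S100a9 by 3.14 on the log2 scale. Under control IgG there were 76.2 UMIs of S100a8 (median 7) and 77.4 of S100a9 (median 5) per monocyte-like cell, and after anti-CD3L1 treatment 4.02 and 5.40. NK-like cells held 63.2 (median 3) and 74.7 (median 4) under control IgG and 2.28 and 2.46 after treatment. Arg1 fell by 2.08 and Mmp9 by 1.94.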

A deeper examination of the single-cell sequencing data further indicated a significant downregulation in the expression of M2 signature genes with upregulation of the M1 signature genes, suggesting that anti-CD3L1 treatment negatively modulates the M2 TAMs polarization and function, which contributed to an immunoactivated TME, enhancing anti-tumor responses. In addition, we analyzed the proportions of M1 and M2 TAMs within the TME using flow cytometry and immunohistochemical staining (Figs. 6D–F and EV6G). By assessing the F4/80^+^ population with CD86^+^/CD206^+^ markers, we found a significant increase in M1 TAMs and a decrease in M2 TAMs after anti-CD3L1 treatment. These results combined with the single-cell analysis data further confirmed that anti-CD3L1 can promote the anti-tumor immune response by modulating M2 TAMs when T cells were absent in this specific scenario.

In conclusion, these results strongly suggest that through the negative modulation of M2 TAMs within the TME, anti-CD3L1 treatment demonstrates significant therapeutic efficacy in osteosarcoma transplant models. The proposed mechanism underlying this regulatory network is depicted in Fig. 7. These findings contribute to a deeper understanding of the mechanisms by which anti-CD3L1 exerts its antitumor effects in the context of lymphocyte deficiency, highlighting the potential of this therapeutic approach in the treatment of osteosarcoma.

**Figure 7:**
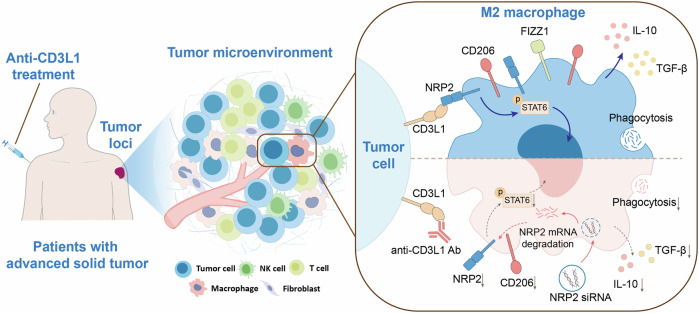
CD3L1 interacted with NRP2 to promote M2 TAM polarization and function within TME, which can be counteracted by anti-CD3L1 treatment. Schematic description of the pivotal role of blocking CD3L1-NRP2 interaction in the negative regulation of M2 TAMs by anti-CD3L1 in our hypothesis.

## Discussion

Our findings reveal a dual immunoregulatory role for CD3L1 in shaping the osteosarcoma tumor microenvironment (TME). While prior work established CD3L1 as a CD3ε-binding ligand that dampens T-cell activation, we now identify a *hitherto unrecognized* mechanism: CD3L1 interacts with Neuropilin-2 (NRP2) to skew tumor-associated macrophages (TAMs) toward an immunosuppressive M2 phenotype. This axis creates a permissive niche for immune evasion, particularly in osteosarcoma—a malignancy characterized by dense M2 TAM infiltration and scant cytotoxic T-cell presence, features that likely contribute to its historically poor immunotherapy responses. Critically, our data demonstrate that anti-CD3L1 therapy not only restores T-cell functionality but also disrupts M2 TAM polarization, providing mechanistic insight into its efficacy in osteosarcoma models. These results position CD3L1 as a nexus linking adaptive and innate immune suppression in the TME, offering a plausible explanation for how targeting this molecule overcomes the immune-resistant nature of osteosarcoma.

Recent research has extensively examined the positive feedback loop between M1 TAMs and cytotoxic T cells (van Elsas et al, 2024; Garrido-Martin et al, 2020). The presence of functional M1 TAMs is recognized as a pivotal step in activating cytotoxic T cells, whereas M2 TAMs significantly impede the regulatory network between M1 TAMs and cytotoxic T cells. The synergistic effect of promoting M1 TAM polarization and activating cytotoxic T cells further underscores the potential of CD3L1 as a therapeutic target in tumor immunotherapy.

Our prior research has delineated the function of CD3L1 as a natural inhibitory ligand of CD3ε (also known as CD3 ligand 1, CD3L1) in suppressing T-cell function. In this study, we identified NRP2 as another crucial receptor for CD3L1. Prior studies have shown that NRP2 promotes M2 TAM polarization and function, including enhancing efferocytosis by M2 TAMs. Anti-CD3L1 treatment significantly blocks the CD3L1-NRP2 interaction, resulting in the downregulation of downstream signaling phosphorylation, secretion of functional cytokines, expression of signature genes and proteins, and efferocytotic function of M2 TAMs. The blockade of the CD3L1-NRP2 interaction and subsequent downregulation of M2 TAM polarization and function provide additional support for the therapeutic potential of anti-CD3L1 in tumor immunotherapy.

The CD3L1-NRP2 axis represents a novel regulatory pathway for M2 TAMs, characterized by distinct mechanisms that diverge from well-established pathways governing M2 TAM polarization, such as CSF1R or CD47-SIRPα signaling. While CSF1R signaling activates PI3K-AKT and MAPK cascades to promote anti-inflammatory cytokine secretion (e.g., IL-10, TGF-β) and M2 polarization, the CD47-SIRPα axis functions as an inhibitory “do not eat me” signal, suppressing phagocytosis by macrophages. In contrast, the CD3L1-NRP2 axis directly contributes to M2 TAM polarization and functional activation, potentially through mechanisms involving cytokine modulation, metabolic reprogramming, or cell–cell interactions. Notably, therapeutic targeting of CD3L1 may synergize with existing anti-M2 TAM strategies (e.g., CSF1R inhibitors or CD47 blockers) to enhance macrophage reprogramming and restore anti-tumor immunity in the TME. Further mechanistic studies are warranted to elucidate the precise signaling networks and crosstalk between the CD3L1-NRP2 axis and classical TAM-regulatory pathways.

In T cell-deficient settings, our study provides a scientifically rigorous explanation for the pivotal link between CD3L1-NRP2-TAM modulation and effective tumor control. Single-cell analysis revealed that macrophages constitute the most significantly altered cell population in the treatment group. 

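By the change in the share of all cells, the neutrophil-like class changed most between the libraries and the macrophage-like class next. Monocyte-like cells rose from 13.2% (exact binomial 95% interval 12.5 to 14.0%) to 22.9% (22.2 to 23.7%) of all cells, and NK-like cells from 2.70% (2.36 to 3.06%) to 11.4% (10.8 to 12.0%). Dendritic cell-like cells rose from 0.962% (0.765 to 1.19%) to 8.29% (7.79 to 8.81%), the largest ratio among the rising classes at 8.62. Unnamed clusters held 324 control IgG cells and 1132 anti-CD3L1 cells, the latter 10.1% of their library. These were a cluster of 222 (2.60%) and 1021 (9.09%) cells with medians of 3633.5 and 2106 UMIs and a cluster of 102 (1.20%) and 111 (0.988%) cells led by genes such as Ctsk, Ccna2 and Birc5. No cluster was T cell-like, and Cd3e had 22 UMIs over all control IgG cells and 46 over all anti-CD3L1 cells. At a resolution of 0.5, an unnamed cluster of 57 control IgG and 355 anti-CD3L1 cells had Il1rl1, Gata3, Icos and Il2ra among its leading genes. NK-like cells there numbered 166 and 894. Whether cells of that cluster lie in the NK-like class used here was not tested. A share falls or rises with the other shares, so the classes were also taken over the 2803 and 10627 cells that were not neutrophil-like. Over these, macrophage-like cells rose from 35.9% (34.1 to 37.7%) to 42.8% (41.9 to 43.8%), NK-like cells from 8.21% to 12.1% and dendritic cell-like cells from 2.93% to 8.76%. Monocyte-like cells went from 40.2% (38.4 to 42.1%) to 24.2% (23.4 to 25.1%), a change of −16.0 points.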

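The most numerous class was neutrophil-like in the control IgG library and macrophage-like in the anti-CD3L1 library, all among cells sorted with CD45 beads. The paper's Fig. 2B, read by eye, instead has more monocytes (about 39%) than macrophages (about 33%) after anti-CD3L1 treatment. With at least 500 genes required per cell, monocyte-like cells outnumbered macrophage-like cells in the anti-CD3L1 library, at 37.1% against 29.3% of all cells. Monocyte-like and macrophage-like cells together were 2134 cells, or 25.0% (exact binomial 95% interval 24.1 to 26.0%), of the control IgG library and 7126 cells, or 63.4% (62.6 to 64.3%), of the anti-CD3L1 library. Over cells that were not neutrophil-like, they made up 76.1% (74.5 to 77.7%) and 67.1% (66.2 to 67.9%).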

Among CD45^+^ immune cells, macrophages were the predominant subset, indicating their central role in the immune response within the tumor microenvironment. Further, based on previous studies, macrophages function as the main regulators of the remaining immune cells, orchestrating their activation, differentiation, and functional polarization (Wang et al, 2026; Zou et al, 2025; Yang et al, 2025). This regulatory capacity positions macrophages as critical mediators of the anti-tumor immune response, especially in settings where T cell function is compromised. In addition, given the well-established association between M2 macrophage polarization and adverse clinical outcomes in cancer, strategies aimed at reprogramming these macrophages towards a pro-inflammatory phenotype emerge as promising therapeutic avenues (Yang et al, 2025; Ni et al, 2025; Goddard et al, 2024; Zhang et al, 2024; Yang et al, 2020). Currently, we are actively engaged in model experiments designed to independently modulate macrophages alongside other immune cell types, with the aim of dissecting their specific contributions to tumor suppression; the results of these ongoing investigations will be detailed in forthcoming reports, ultimately aiming at overcoming the challenges posed by T-cell deficiency in clinical cancer treatment.

However, it is important to acknowledge the limitations of the nude mouse model, which, despite its utility in initial investigations of CD3L1-NRP2-mediated macrophage modulation, introduces confounding factors that undermine its physiological relevance and translational applicability. The absence of functional adaptive immunity in nude mice creates an artificial environment where macrophage behavior may be influenced by compensatory mechanisms that do not occur in immunocompetent hosts. The model is also compounded by incomplete characterization of cross-species receptor-ligand interactions, such as human CD3L1 binding to murine NRP2, which may exhibit altered affinity or downstream signaling compared to human-human interactions, thereby introducing unquantified variability into experimental outcomes. The interpretation of findings, such as the observed reduction in macrophage infiltration following CD4^+^/CD8^+^ T-cell depletion in A375 tumors, should be careful in this context, as it may reflect incomplete immune reconstitution and artificial synergies between T cells and macrophages in xenogeneic settings rather than a direct regulatory mechanism. Similarly, the inconsistent reliance on TAMs between melanoma and osteosarcoma models underscores how tumor type-specific factors can interact with model-inherent artifacts to produce divergent results.

Collectively, these limitations suggest that while CD3L1-NRP2 may influence macrophage function in xenograft models, the artificiality of these systems precludes definitive conclusions about its role in human tumors, particularly regarding T-cell-independent mechanisms. To address these gaps, future studies should prioritize syngeneic models with intact immune systems. Additionally, more thorough mechanistic dissections are essential to distinguish direct CD3L1-NRP2 effects from indirect confounders.

In conclusion, this study identifies NRP2 as another significant receptor for CD3L1 and further elucidates the modulation of M2 TAMs and the interplay between M2 TAMs and T cells by anti-CD3L1 treatment within the TME, particularly in osteosarcomas. These findings contribute to a deeper understanding of the pivotal role of CD3L1 in immune evasion within the TME and provide valuable insights for guiding anti-CD3L1 treatment in clinical trials.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Human melanoma patient samples	Cancer Hospital Chinese Academy of Medical Sciences	N/A
Nude mouse	Shanghai Lab. Animal Research Center	N/A
OT-I mouse	GemPharmatech Co., Ltd	N/A
OT-II mouse	GemPharmatech Co., Ltd	N/A
C57 mouse	Shanghai Lab. Animal Research Center	N/A
Jurkat cell line	ATCC	TIB-152
THP-1 cell line	ATCC	TIB-202
KHOS cell line	Zan Shen’s Lab (Shanghai Sixth People’s Hospital)	N/A
143B cell line	Zan Shen’s Lab (Shanghai Sixth People’s Hospital)	N/A
PBMCs	Mt-bio	N/A
293 T cell line	Zhigang Lu’s Lab (Fudan University)	N/A
**Recombinant DNA**		
CD3L1-ECD/ICD-Flag	Shanghai Generay Biotech Co., Ltd	N/A
NRP2-HA	Shanghai Generay Biotech Co., Ltd	N/A
**Antibodies**		
Anti-CD3L1(h) antibody	Biotroy Therapeutics	N/A
Anti-CD3L1(m) antibody	Biotroy Therapeutics	N/A
HRP-conjugated mouse anti-human GAPDH antibody	Aksomics	KC-5G5
Rabbit anti-human NFKB p65 antibody	CST	8242
Rabbit anti-human p-NFKB p65 (Ser536) antibody	CST	3033
Rabbit anti-human p-ERK antibody	CST	4370
Rabbit anti-human ERK antibody	CST	4695
Rabbit anti-human STAT6 antibody	CST	5397
Rabbit anti-human p-STAT6 antibody	CST	56554
Human IgG1 isotype control	InvivoMab	BE0297
HRP-conjugated goat anti-mouse IgG (H + L) antibody	Aksomics	KC-MM-035
HRP-conjugated goat anti-rabbit IgG (H + L) antibody	Aksomics	KC-RB-035
HRP-conjugated goat anti-human Fcγ antibody	Jackson ImmunoResearch	109-035-098
Anti-CD206 antibody	CST	24595
Anti-CD68 antibody	CST	97778
Anti-CD11b antibody	Abcam	ab52478
Anti-CD86 antibody	CST	91882
Anti-CD3 antibody	Invitrogen	16-0037-81
Anti-CD28 antibody	Invitrogen	16-0289-81
Anti-NRP2 antibody	CST	98780
Rabbit anti-HA antibody	CST	3724
Mouse anti-Flag antibody	Abcam	Ab18230
Anti-human CD68-FITC antibody	Invitrogen	11-0689-42
Anti-mouse CD206-APC antibody	Invitrogen	17-2061-82
Anti-mouse CD86-APC antibody	Invitrogen	17-0862-82
Anti-mouse F4/80-FITC antibody	Invitrogen	11-4801-82
Anti-human CD206-APC antibody	Invitrogen	17-2069-42
Anti-human CD86-APC antibody	Invitrogen	17-0869-42
Anti-mouse CD69-APC antibody	Invitrogen	17-0691-80
Anti-mouse CD25-FITC antibody	Invitrogen	11-0251-82
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	Table EV1
si Control/NRP2	Genepharm	Table EV2
**Chemicals, enzymes, and other reagents**		
Mouse PBMC isolation kit	Solarbio	P6340
DAB staining kit	Solarbio	DA1010
Human TGF-β kit	Liankebio	EK981
Mouse IL-10 kit	Liankebio	EK210
Mouse TGF-β kit	Liankebio	EK9162
Mouse IL-2 kit	Liankebio	EK202
Mouse IFN-γ kit	Liankebio	EK280
CCK8 kit	Solarbio	CA1210
Human IL-10 kit	Liankebio	EK110
PLA (Duolink) kit	Sigma	DUO92101
BCA kit	Thermo scientific	23227
Mouse PBMC isolation kit	Solarbio	P6340
DAB staining kit	Solarbio	DA1010
Human TGF-β kit	Liankebio	EK981
Mouse IL-10 kit	Liankebio	EK210
Mouse TGF-β kit	Liankebio	EK9162
Mouse IL-2 kit	Liankebio	EK202
Mouse IFN-γ kit	Liankebio	EK280
CCK8 kit	Solarbio	CA1210
Human IL-10 kit	Liankebio	EK110
PLA (Duolink) kit	Sigma	DUO92101
BCA kit	Thermo scientific	23227
Mouse PBMC isolation kit	Solarbio	P6340
DAB staining kit	Solarbio	DA1010
Human TGF-β kit	Liankebio	EK981
Mouse IL-10 kit	Liankebio	EK210
Mouse TGF-β kit	Liankebio	EK9162
Mouse IL-2 kit	Liankebio	EK202
Mouse IFN-γ kit	Liankebio	EK280
CCK8 kit	Solarbio	CA1210
Human IL-10 kit	Liankebio	EK110
PLA (Duolink) kit	Sigma	DUO92101
BCA kit	Thermo scientific	23227
Mouse PBMC isolation kit	Solarbio	P6340
DAB staining kit	Solarbio	DA1010
Human TGF-β kit	Liankebio	EK981
Mouse IL-10 kit	Liankebio	EK210
Mouse TGF-β kit	Liankebio	EK9162
Mouse IL-2 kit	Liankebio	EK202
Mouse IFN-γ kit	Liankebio	EK280
CCK8 kit	Solarbio	CA1210
Human IL-10 kit	Liankebio	EK110
PLA (Duolink) kit	Sigma	DUO92101
BCA kit	Thermo scientific	23227
Mouse PBMC isolation kit	Solarbio	P6340
DAB staining kit	Solarbio	DA1010
Human TGF-β kit	Liankebio	EK981
Mouse IL-10 kit	Liankebio	EK210
Mouse TGF-β kit	Liankebio	EK9162
Mouse IL-2 kit	Liankebio	EK202
Mouse IFN-γ kit	Liankebio	EK280
CCK8 kit	Solarbio	CA1210
Human IL-10 kit	Liankebio	EK110
PLA (Duolink) kit	Sigma	DUO92101
BCA kit	Thermo scientific	23227
Mouse PBMC isolation kit	Solarbio	P6340
DAB staining kit	Solarbio	DA1010
Human TGF-β kit	Liankebio	EK981
Mouse IL-10 kit	Liankebio	EK210
Mouse TGF-β kit	Liankebio	EK9162
Mouse IL-2 kit	Liankebio	EK202
Mouse IFN-γ kit	Liankebio	EK280
CCK8 kit	Solarbio	CA1210
Human IL-10 kit	Liankebio	EK110
PLA (Duolink) kit	Sigma	DUO92101
CD45 microbeads	Miltenyi	130-045-801
CD4/CD8 microbeads	Miltenyi	130-116-480
BCA kit	Thermo scientific	23227
**Software**		
ImageJ	NIH	https://imagej.nih.gov/ij/
Prism 8	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
FlowJo V10	TreeStar	https://www.flowjo.com/
R studio	R Core	https://www.r-project.org/
TIDE	Dana Farber Cancer Institute & Harvard University	https://tide.dfci.harvard.edu/
scCancerExplorer	Nanjing Medical University	https://bianlab.cn/scCancerExplorer/explore/search
TIMER	Dana Farber Cancer Institute & Liu Lab	http://cistrome.dfci.harvard.edu/TIMER/
Cytoscape	National Resource for Network Biology	https://cytoscape.org/
R programming language	Bioconductor	https://bioconductor.org/
Seurat	Satija Lab	https://satijialab.org/seurat/

### Experimental model and study participant details

#### Cell lines

The origins of the cell lines are stated in the reagents table and all are authenticated and mycoplasma-free. THP-1 and PBMCs were incubated in RPMI-1640 (Meilunbio) with 10% FBS (Gibco). 143B and KHOS cells were incubated in DMEM (Meilunbio) with 10% FBS (Gibco). All cells were cultured at 37 °C under 5% CO_2_.

#### Anti-CD3L1 treatment in nude mouse models

Ethics approval was granted from Fudan University (No.2025-02-SY-DSY-07). All animal experiments were performed in strict accordance with ARRIVE guidelines and the relevant ethical guidelines, approved by the Department of Laboratory Animal Science of Fudan University and the Institutional Animal Care. The origins of mice are stated in the reagents table. Mice were housed in the SPF-grade Laboratory Animal Building of Fudan Zhangjiang Campus. After one week of adaptation to the environment, each individual nude mouse (female, 4 weeks old) was randomized into two groups (*n* = 7 for each group) and injected 1.0 × 10^7^ pre-treated KHOS/143B cells subcutaneously in the right flank. Since Day 7 after inoculation, the tumor sizes were recorded every 3 days using a vernier caliper and calculated with the formula 1/2 × A × a^2^ (A and a, respectively, denote the length and the width of the tumor). We treated one group of the mice models with 10 mg/kg human IgG1 isotype control and the other with anti-CD3L1 from the measurement day every three days, four times in total. In accordance with the ethical guidelines, mice would be sacrificed once the tumor volume reached 2 cm^3^ or ulcers appeared. In this experiment, all the mice were sacrificed simultaneously when the average tumor volume of the control group approached 2 cm^3^ and the tumors were resected and weighed, and pre-treated for further experiments.

#### Humanized PBMC anti-CD3L1 treatment mouse models

All animal experiments were performed in strict accordance with ARRIVE guidelines and the relevant ethical guidelines, approved by the Department of Laboratory Animal Science of Fudan University and the Institutional Animal Care. The origins of mice are stated in the reagents table. Mice were housed in the SPF-grade Laboratory Animal Building of Fudan Zhangjiang Campus. After one week of adaptation to the environment, each individual NPSG mouse (female, 5 weeks old) was randomized into two groups (*n* = 6–8 for each group) and injected 1.8 × 10^6^ pre-treated KHOS/143B cells with 6.0 × 10^5^ PBMCs subcutaneously in the right flank. Since Day 7 for the tumors after inoculation, the tumor sizes were recorded every 2–3 days using a vernier caliper and calculated with the formula 1/2 × A × a^2^ (A and a, respectively, denote the length and the width of the tumor). We treated one group of the mice models with 10 mg/kg human IgG1 isotype control and the other with anti-CD3L1 from the measurement day every three days, four times in total. In accordance with the ethical guidelines, mice would be sacrificed once the tumor volume reached 2 cm^3^ or ulcers appeared. In this experiment, all the mice were sacrificed simultaneously when the average tumor volume of control group approached 2 cm^3^ and the tumors were resected and weighed, and pre-treated for further experiments.

#### Human clinical trial samples

Ethics approval was granted from Fudan University (No. 2024-34-S), and informed consent was obtained from all participants. All experiments involving human clinical trial (NCT06404905) samples were conducted in strict adherence to the pertinent ethical guidelines, which had been approved by the Clinical Trials Center of the Chinese Academy of Medical Sciences and Peking Union Medical College. The experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. The presented samples were from a patient diagnosed with primary melanoma refractory to PD-L1/PD-1 treatment who was then enrolled in Phase I of the clinical trial for anti-CD3L1 treatment. Following informed consent, tumor sites were biopsied using a fine needle aspiration technique from multiple angles, both prior to and following the administration of anti-CD3L1 treatment. The collected samples underwent pre-treatment procedures to facilitate subsequent experimental analyses.

### Method details

#### Antibody dilutions

The dilution ratio of antibodies:

Applied for FACS: 1:500. Applied for WB: primary antibodies: 1:1000; secondary antibodies: 1:5000. Applied for ELISA: 1:20000. Applied for IHC: 1:800. Applied for IF: primary antibodies: 1:500; secondary antibodies: 1:1000. Applied for T-cell activation: 1:1000.

#### Flow cytometry

After TAM induction, the cells (2 × 10^6^/ml) were transferred 100 μl per well into a flat-bottom 96-well plate (Costar). We incubated the plate at 37 °C under 5% CO_2_ for 30 min. After incubation, we washed the samples with flow cytometry staining buffer (Invitrogen) three times. Then we diluted the fluorescent antibodies at the suggested concentrations according to the suppliers in staining buffer and added 200 μl to each sample. We incubated them on ice for 30 min, protected from light. Next, after being washed with staining buffer three times, we transferred the samples into single tubes (Falcon) and analyzed them by Cytoflex (Beckman). We applied FlowJo V10 to analyze the data.

#### Single-cell sequencing

Two sets of tumor samples (each containing three independent samples) were dissected from nude mice and stored in the tissue storage fluid (Miltenyi, 130-100-008). The tissues were then smashed and filtered, and the immune cells were isolated from the tumor tissues using CD45 magnetic beads. The sorted cells were centrifuged at 1000 rpm for 5 min and washed with PBS three times. The cells were proceeded with vitality test (more than 90%) and a quality control process. 10x Genomics Chromium system was used to mix gel beads containing Barcode information with samples to form gel beads-in-emulsions (GEMs). After anti-transcription of the GEMs, Barcode-labeled cDNA was formed. After PCR, digestion, and fragment optimization of the cDNA, a standard DNA sequencing library was established. Then, high-throughput sequencing was performed on the established library through the Illumina platform.

#### Single-cell sequencing data analysis

The raw sequencing data were pre-processed through the Cell Ranger pipeline (v7.1.0, 10×Genomics) by the GENEWIZ company, which outputs matix.mtx.gz files and gzipped TSV files with feature and barcode sequences corresponding to row and column indices, respectively. The feature-barcode matrix of UMI counts was then analyzed with Seurat (v5.1.0) for quality control, normalization, batch effect removal, dimensional reduction, clustering, and visualization. 

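The deposited matrices held 1084690 barcodes for the control IgG library and 1548857 for the anti-CD3L1 library, most of them empty droplets. Cells were called by Cell Ranger's 2 steps, a threshold on total UMIs and then a test of the remaining barcodes of at least 500 UMIs against the profile of empty droplets. This called 9117 barcodes of the control IgG library and 12839 of the anti-CD3L1 library. Among called barcodes, 567 (6.22%) and 1589 (12.4%) had too many mitochondrial UMIs, 7 and 5 had too few genes, and 23 and 19 had too many. The cells kept had a median of 0.350% and 1.40% mitochondrial UMIs. The thresholds on genes and mitochondrial UMIs alone, without a cell call, keep 8717 and 11511 barcodes. The paper's text gives no number of cells to set beside these.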

For two samples, the following criteria were applied for quality control: unique feature counts between 200 and 6000, and mitochondrial gene percentage <5%. The count matrix was log-normalized, and the top 2000 most variable genes were identified for selecting integration anchors. Integration removed batch effects with the canonical correlation analysis (CCA), which used the anchors to correct technical differences between samples and to perform comparative scRNA-seq analysis across experimental conditions. The integrated matrix was then scaled, and the top 10 dimensions resulting from the principal component analysis (PCA) were used for the uniform manifold approximation and projection (UMAP). Meanwhile, the shared nearest neighbor graph-based clustering was performed on the PCA-reduced data to identify cell clusters. The resolution was set to 0.2 to obtain the major cell types of the samples. The cell type marker genes were provided by the FindConservedMarkers function. 

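Clusters were named here from marker genes of 12 cell types that were listed in advance. A name needed at least 3 of its markers among the 60 genes with the highest fold over the other clusters, more than any other type, and no other type ahead of it among the 10 leading genes. Dendritic cell-like cells were led by Flt3, Timd4, Zfp366 and Cd209a. The leading genes of NK-like cells were Sh2d1a, Eomes, Xcl1, Nkg7 and Klra7, and those of fibroblast-like cells Ccn1, Col6a1 and Col1a1. B cell-like cells numbered 9 in the control IgG library and 60 in the anti-CD3L1 library, and fibroblast-like cells 24 and 97. At a resolution of 0.5, unnamed clusters held 14.4% and 42.0% of the cells. The names are rebuilt, so a difference from the study may come from them.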

The cell cluster annotations were based on the expression of canonical marker genes. The data were statistically analyzed by Wilcox to draw a *P* value and an adjusted *P* value for each different gene to support our conclusion. The changes in the Macrophages are shown in Dataset EV1.

#### M2-phenotype TAMs induction and tumor cell co-culture

THP-1 cells or human PBMCs were counted and seeded at a concentration of 100,000 cells/ml in antibiotic-free RPMI-1640 media + 10% FBS and maintained at 37 °C, 5% CO_2_ in a humidified tissue culture incubator.

THP-1 cells were differentiated into macrophages by 24-hr incubation with 30 ng/ml phorbol 12-myristate 13-acetate (PMA) followed by 24-hr incubation in PMA-free RPMI-1640 medium. PBMCs were differentiated into macrophages by 24-h incubation with 30 ng/ml M-CSF followed by 24-hr incubation in M-CSF-free RPMI-1640 medium. Then, the macrophage M2 polarization was obtained by incubation with 20 ng/ml of IL-4 and 20 ng/ml of IL-13 for 48 h for THP-1 cells or 20 ng/ml of IL-4 and 20 ng/ml of IL-10 for 48 h for PBMCs. After induction, each well of induced M2 TAMs was co-cultured with 143B cells in 1:1 ratio and treated with different concentrations of control IgG or anti-CD3L1 antibody for 24 h. The mixture was then sorted by CD45 microbeads to isolate the CD45^+^ cells (induced macrophages) for further experiments.

#### Immunofluorescence

The tumor samples were fixed with 4% PFA for 24 h and embedded by paraffin and cut into slides. The slides were first heated for 2 h and sequentially washed by xylene, 100% ethanol, 90% ethanol, 70% ethanol, 50% ethanol, PBS, each for 10 min. The slides were then repaired with a sodium citrate solution by heat. Autofluorescence removal was achieved by putting the slides in 1 mg/mL NaBH4 in PBS for 10 min, three times. Then the tumor specimens were incubated with primary antibodies against CD3L1/CD45/CD68/CD8/NRP2 at proper concentrations under 4 °C overnight. After three times PBS washing, the tissues were then incubated with secondary antibodies against different species conjugated with different fluorophores at 37 °C for 30 min, followed by PBS washing for five times. The slides were sealed with DAPI in glycerol. After drying, the slides were observed under a confocal microscope.

#### BMDM harvest and induction

C57BL/6 mice were euthanized to collect the femurs and tibias, which were then cleaned of surrounding muscle tissue. Sterile instruments were applied to remove the epiphyses at both ends of the bones, exposing the marrow cavity, and then the bone marrow cells were flushed out of the cavity using a sterile syringe filled with PBS into a collection tube. The cell suspension was transferred into a cell strainer to obtain a single-cell suspension and then red blood cells were lysed using the red blood cell lysis buffer and then washed with PBS. The bone marrow cells were then plated in culture dishes containing medium supplemented with a macrophage colony-stimulating factor (M-CSF) to induce differentiation. Every 2 days, replace the medium with fresh M-CSF/GM-CSF-containing medium to remove non-adherent cells and promote macrophage maturation. After 7–10 days of culture, the adherent cells are mature BMDMs, which can be harvested for further experiments.

#### Antigen presentation evaluation

OT-I/OT-II mice were sacrificed, and CD8^+^/CD4^+^ T cells were isolated from the blood using the mouse PBMC isolation kit and sorted by CD8/CD4 microbeads. The cells were cultured in complete RPMI-1640 supplemented with 1 μg/ml anti-CD3/CD28 antibodies to be stimulated for 7 days. The mature BMDMs were first pre-treated with OVA257-264/OVA323-339 and 8 μg/ml CD3L1-His protein for 6 h, and then treated with control IgG or different concentrations of anti-CD3L1 antibody for another 6 h. Then the BMDMs were co-cultured with the CD8^+^/CD4^+^ T cells isolated from OT-I/OT-II mice in a 1:1 ratio for 18 h. Then, flow cytometry was performed to evaluate the activation status of the T cells by assessing the expression of activation markers CD25 and CD69, a CCK-8 assay was employed to evaluate the growth curve of the T cells, and mouse IFNγ/IL-2 kits were used to evaluate the cytokine secretion.

#### CCK8 assay

After co-culturing with the BMDMs, the T cells were seeded in a 96-well bottom plate at 1 × 10^3^/well. Then the plate was incubated at 37 °C with 5% CO_2_ for 7 days. 10 μL of CCK-8 reagent was added to each well. The plate was then incubated for an additional 4 h and placed in SpectraMax i3x and read at 450 nm every day (repeated seven times).

#### NRP2 knockdown of THP-1 cells

The sequences of the siRNAs are shown in Table EV2. The siRNA-NRP2 vector was synthesized by Genepharma, Shanghai. After the induction of THP-1 cells by PMA and IL-4/IL-13, the 2 μg siRNAs were transfected into the THP-1 cells with 6 μl Fugene SI for each well of THP-1 cells for 48 h. After treatment, each well of the siRNA-transfected M2 TAMs was treated with different concentrations of control IgG or anti-CD3L1 antibody.

#### Efferocytosis detection

Apoptosis was induced in Jurkat cells through the application of 50 mmol/L etoposide, with the cells being maintained at 37 °C, 5% CO_2_ for a duration of 12 h. This treatment protocol typically resulted in the induction of apoptosis in 80–90% of the cells. Subsequently, the cells were centrifuged at 2000 rpm for 10 min, and the cell pellet was washed twice with PBS. The cells were then incubated with pHrodo Green Maleimide, adhering strictly to the manufacturer’s instructions. Following incubation, the cells were once again centrifuged at 2000 rpm for 10 min. The pellet was washed twice with PBS and resuspended in RPMI-1640 medium. In parallel, THP-1 cells, which had been induced as described previously, were plated in eight-well chambers with 10 μg/ml CD3L1 protein. Apoptotic Jurkat cells were then added to the macrophages at a target-to-effector ratio of 10:1 for a period of 1 h (referred to as the pulse phase) at 37 °C. Phagocytosis was halted by the addition of ice-cold PBS, and the cells were rigorously washed with ice-cold PBS to eliminate any non-phagocytosed or loosely bound cells. Fresh, complete RPMI-1640 medium was added to the cells, and the clearance of apoptotic cells was monitored over the specified time period (referred to as the chase phase). The slides were then sealed with DAPI and analyzed using confocal microscopy. The images were analyzed by ImageJ for the corrected total cellular fluorescence.

#### Immunohistochemistry

The tumor samples were fixed with 4% PFA for 24 h and embedded in paraffin and cut into slides. The slides were first heated for 2 h and sequentially washed by xylene, 100% ethanol, 90% ethanol, 70% ethanol, 50% ethanol, PBS, each for 10 min. Then the slides were tapped with 3% perhydrol for 15 min and washed with PBS for 5 min, three times. The slides were then repaired with a sodium citrate solution by heat. Then the murine tumor specimens were incubated with antibodies against CD86/CD206. The human tumor specimens were incubated with antibodies against CD206. After three PBS washes, the tissues were then incubated with a biotin-conjugated secondary antibody, followed by avidin-biotin–peroxidase complex. The slides were sealed with neutral balsam. The images were all scanned and analyzed by the IHC assessment standard. The cutoff standard was assessed by the IHC assessment standard, that the staining scores can be calculated by multiplying area (1: 0–25%, 2: 26–50%, 3: 51–75%, 4: 76–100%) and intensity (0: negative, no yellow staining; 1: shallow yellow staining; 2: brown yellow staining; 3: dark brown staining), that 0 should be considered as negative, 1–3 as low, 4–8 as medium and 9–12 as high according to pathological studies.

#### Binding and blocking ELISA

The ectodomains of the proteins were diluted in coating buffer (Solarbio) to indicated concentrations and added 100 μl per well into a 96-well ELISA plate (Costar). We placed the plate at 4 °C overnight. We washed the plate with PBST (Applied Cells, Inc.) five times and added 100 μl 5% BSA (VWR Life Sciences) into each well and incubated it at 37 °C for 90 min. We repeated washing and added 100 μl protein of indicated concentrations with or without different concentrations of antibody into each well and incubated at 37 °C for 60 min. For the antibody-blockade study, we coated 1 μg/ml ectodomains of human CD3L1 on the plate, and added 1 μg/ml ectodomains of human or mouse NRP2 simultaneously with different concentrations of anti-CD3L1 antibodies (mouse) together for interaction, and human Fc-HRP secondary antibodies (hFc) were applied to test the NRP2-hFc signal (it was confirmed that there was no cross-interaction between the secondary antibody and human Fc receptors). We repeated washing and added 100 μl associated secondary antibodies conjugated with HRP into each well and incubated at 37 °C for 30 min. After five times PBST washing, we added 100 μl TMB buffer (Invitrogen) into each well and incubated at 37 °C for 15 min, and added 50 μl stop buffer (Abcam) to terminate the reaction. The plate was placed in SpectraMax i3x and read at 450 nm.

#### Immunoblot analysis

Cells were lysed with RIPA buffer (Beyotime) supplemented with 1% proteinase and phosphatase inhibitors cocktail (Thermofisher Scientific). The collected cell lysates were centrifuged for 15 min at 12000 rpm (4 °C). The supernatant was reserved, and the protein concentration was determined by the BCA Protein Assay Kit (Thermofisher Scientific). 5×SDS–PAGE loading buffer (Applied Cells, Inc.) was diluted to 1× with the protein sample and heated at 100 °C for 8 min. The protein extracts were subjected to appropriate concentrations of SDS–PAGE for electrophoresis and transferred to PVDF membranes (Bio-Rad). Membranes were blocked with 5% bovine serum albumin (Thermofisher Scientific) for one hour at room temperature, and then incubated with the primary antibodies overnight at four degrees. Membranes were incubated with secondary HRP-conjugated antibodies (Aksomics) at room temperature for one hour. Before and after the incubation, the membranes were washed five times with TBST and then examined by ChemiDoc imaging system (Bio-Rad). The quantification of the bands were performed by ImageJ (v1.51).

#### Transfection of plasmids

Cells (HEK293) were seeded in six-well plates to reach a density of around 70% at the time of transfection. Twenty-four hours later, transfection was performed using 1.5 mg plasmid together with 4.5 ml FuGENE HD (Promega) and 100 ml Opti-MEM per well according to the manufacturer’s guidance. The negative control in each experiment was cells mock-transfected with an empty control vector.

#### In situ proximity ligation assay

Each sample of 1 × 10^6^ transfected HEK293 cells was fixed with 4% PFA for 15 min at room temperature, and then transferred to eight-well chamber slides (C7182, Sigma). Cells were permeabilized with 0.2% Triton X-100 for 1 h at room temperature. Cells were then treated according to the manufacturer’s instructions with the Duolink kit (Sigma). The antibody combination used was rabbit anti-Flag and mouse anti-HA. Nuclei were stained with DAPI (Sigma). Images were taken at a confocal microscope and analyzed using ImageJ software (v1.51).

#### Cytokine production ELISA

The induced M2 TAMs/CD4^+^ T cells isolated from OT-II mice were centrifuged at 2000 rpm for 20 min. The supernatant was then collected, and the next steps were performed in accordance with the instructions of the suppliers’ ELISA kits.

#### Tumor macrophages harvest

After sacrifice of the mice the resection of the tumors, each tumor was cut 50 mg into 35 mm culture dish immersed in a small amount of RPMI 1640 culture medium. The tumors were cut into small pieces by scissors and transferred into a 5-ml EP tube and digested by 5 ml RPMI 1640 medium + 200 U/ml DNase + 1 mg/ml collagenase IV under 37 °C 220 rpm for 45 min. The mixture was smashed and run through a 100 μm filter into a 50-ml centrifugal tube, titrated by RPMI1640 to reach 20 ml in total. The mixture was centrifuged at 400 rcf for 5 min, and the supernatant was discarded. Then 4 ml 40% percoll was added to resuspend the pellet and transferred into 15 ml centrifugal tubes. The mixture was centrifuged at 2500 rpm for 20 min. The middle white membrane layer was carefully collected and washed by 10 ml PBS, centrifuged at 400 rcf for 5 min, three times. The pellet was resuspended by PBS and sorted by magnetic CD45 beads (Miltenyi). The CD45^+^ cells were harvested and stained with F4/80 with CD86/CD206 antibodies for further experiments.

#### q-PCR

RNA was extracted from induced THP-1 cells using the TRIzol (Invitrogen, 15596018) method following the manufacturer’s instructions. In the RT-qPCR procedure, 1 µg of RNA was first reverse transcribed with the HiScript II Q RT SuperMix (Vazyme, R222-01), and qPCR was subsequently conducted utilizing SYBR Green (Bimake, B21202). Relative mRNA expression levels were calculated by the ΔΔCt method and were normalized to the expression of RPLP0. The primers utilized for gene expression analysis are detailed in Table EV1.

#### Public database analysis

The selection standards of the data were in accordance with each cohort dataset.

For Fig. 2K–N, we investigated the relationships between CD3L1 and macrophage infiltration or IL-10/TGFB1 mRNA expression levels through the following procedures:

Correlation analysis: (1) Spearman’s rank correlation coefficient: Rank transformation: convert the raw mRNA expression values for each gene into ranks, with ties handled by assigning the average rank; Difference calculation: for each paired observation, calculate the difference in ranks between the two genes; Correlation coefficient calculation: compute Spearman’s ρ using the formula based on the sum of squared rank differences; Significance testing: assess the significance of ρ using a *t* test with n-2 degrees of freedom, where n is the number of paired observations, to determine if the observed correlation is significantly different from zero. (2) Pearson’s correlation coefficient: covariance and standard deviations: calculate the covariance between the mRNA expression levels of the two genes and their respective standard deviations; Correlation coefficient calculation: compute Pearson’s *r* as the covariance divided by the product of the standard deviations; Significance testing: use a *t* test to evaluate the significance of *r* to test the null hypothesis of no linear association.

Linear regression analysis: Specify the linear regression model as y =  mx + b + ε, where *y* is the dependent variable (e.g., IL-10 or TGFB1 mRNA expression), *x* is the independent variable (CD3L1 mRNA expression), m is the slope, b is the intercept, and ε is the error term. Use the ordinary least squares method to estimate the slope (m) and intercept (b) by minimizing the sum of squared residuals between the observed and predicted values of *y*. Calculate the coefficient of determination (*R*²) to quantify the proportion of variance in the dependent variable explained by the independent variable. The co-occurrence/mutual exclusion was determined based on the slope (m).

#### Exclusion/inclusion criteria of samples

Sample sizes are indicated in figure legends. Inclusion Criteria: Samples were freshly prepared, free of contamination, and consistent with the experimental design (e.g., cell samples in logarithmic growth phase, tissue samples with intact structure). Exclusion Criteria: Samples with obvious contamination, degradation, or abnormal morphology; samples that did not meet the experimental specifications or failed pre-experiment detection; samples with incomplete experimental records

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism 8.0.2 (GraphPad Software). The statistical significance was set to *P* < 0.05 and represented as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, with ns as no significance, as indicated in the figure legends. The exact numbers (*n*) of each panel are also indicated in the figure legends. Data are mean ± s.d.

To address multiple testing, we applied the Benjamini–Hochberg procedure to control the false discovery rate (FDR) at 5%. Significance was declared for tests with adjusted *P* values ≤ 0.05, balancing Type I and Type II errors.

### Blinding statement

This study employed a double-blind design, where neither the participants nor the researchers involved in data collection, outcome assessment, or intervention delivery were aware of the group assignments (e.g., treatment vs. control). This approach minimizes the risk of bias related to participant expectations or investigator behavior, thereby strengthening the validity and reliability of the study findings.

## Supplementary information

Table EV1

Table EV2

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The single-cell sequencing data generated in this study are deposited at GEO and are publicly available as of the date of publication under the accession number GSE304961. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-026-00451-3.

# Supplementary material for: Targeting CD3L1-NRP2 disarms myeloid-driven tumor immune evasion
**Source:** EMBO Mol Med. 2026 May 15;18(7):2635–66. doi: 10.1038/s44321-026-00451-3
**Supplement:** Supplementary file 1 — Table EV1

Table EV1. Information of the primers of qPCR, related to Figure 3,4,5 and methods.

| Genes  | Forward seq             | Reverse seq           |
|--------|-------------------------|-----------------------|
| TGFB1  | CTAATGGTGGAACCCACAACG   | TATCGCCAGGAATTGTTGCTG |
| IL10   | GACTTTAAGGGTTACCTGGGTTG | TCACATGCGCCTTGATGTCTG |
| VEGFA  | AGGGCAGAATCATCACGAAGT   | AGGGTCTCGATTGGATGGCA  |
| ADM    | ATGAAGCTGGTTTCCGTCG     | GACATCCGCAGTTCCTCTT   |
| MRC1   | GGGAAAGGTTACCCTGGTGG    | GTCAAGGAAGGGTCGGATCG  |
| RETNLB | CCTTCTCATCCTAATCCCCCTT  | TGACAGCCATCCCAGCA     |

# Supplementary material for: Targeting CD3L1-NRP2 disarms myeloid-driven tumor immune evasion
**Source:** EMBO Mol Med. 2026 May 15;18(7):2635–66. doi: 10.1038/s44321-026-00451-3
**Supplement:** Supplementary file 2 — Table EV2

Table EV2. Information of the siRNAs, related to Figure 5 and methods.

| Genes                                        | Sequences             |                       |
|----------------------------------------------|-----------------------|-----------------------|
|                                              | sense (5'-3')         | antisense (5'-3')     |
| NRP2<br>(human)                              |                       |                       |
| NRP2-<br>Homo-<br>3215                       | GGACAUCCCAGAAAUACAUTT | AUGUAUUUCUGGGAUGUCCTT |
| NRP2-<br>Homo-<br>2677<br><br>(siNRP2<br>#2) | GCAGCUUUGAGGAUGACAATT | UUGUCAUCCUCAAGCUGCTT  |
| NRP2-<br>Homo-<br>3517<br>(siNRP2<br>#3)     | GCCUUAAGCACAAGGUCAATT | UUGACCUUGUGCUUAAGGCTT |

# Supplementary material for: Targeting CD3L1-NRP2 disarms myeloid-driven tumor immune evasion
**Source:** EMBO Mol Med. 2026 May 15;18(7):2635–66. doi: 10.1038/s44321-026-00451-3
**Supplement:** Supplementary file 10 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Databases showing the negative correlation between CD3L1 and clinical prognosis or M2 TAM infiltration in patients with different advanced solid tumors, related to Fig. 1.**

(A–C) Databases from GSE31210 and TCGA show the negative correlation between CD3L1 expression and survival rate in glioma, lung adenocarcinoma, and renal papillary cancer patients. (D–I) Databases from TIMER show the significant positive correlation between CD3L1 expression and M2 macrophage infiltration level in different cancers ((D) Low-grade glioma, LGG; (E) Kidney chromophobe, KICH; (F) Colon adenocarcinoma, COAD; (G) Pancreatic adenocarcinoma, PAAD; (H) Breast carcinoma-luminal B, BRCA-LumB; (I) Bladder cancer, BLCA) analyzed based on the TCGA database. (J, K) IHC staining of the human macrophage marker (J) CD11b and (K) M2-TAM marker CD206 in the additional 143B/KHOS osteosarcoma samples treated by 10 mg/kg control IgG or anti-CD3L1 from the under  $\times 5$  and  $\times 20$  microscopic views (scale bar = 100  $\mu\text{m}$ ) ( $n = 3$  independent samples). (A–C) Kaplan–Meier survival analysis; (D–I) Correlation Analysis and Linear Regression Analysis (details in the methodological part).

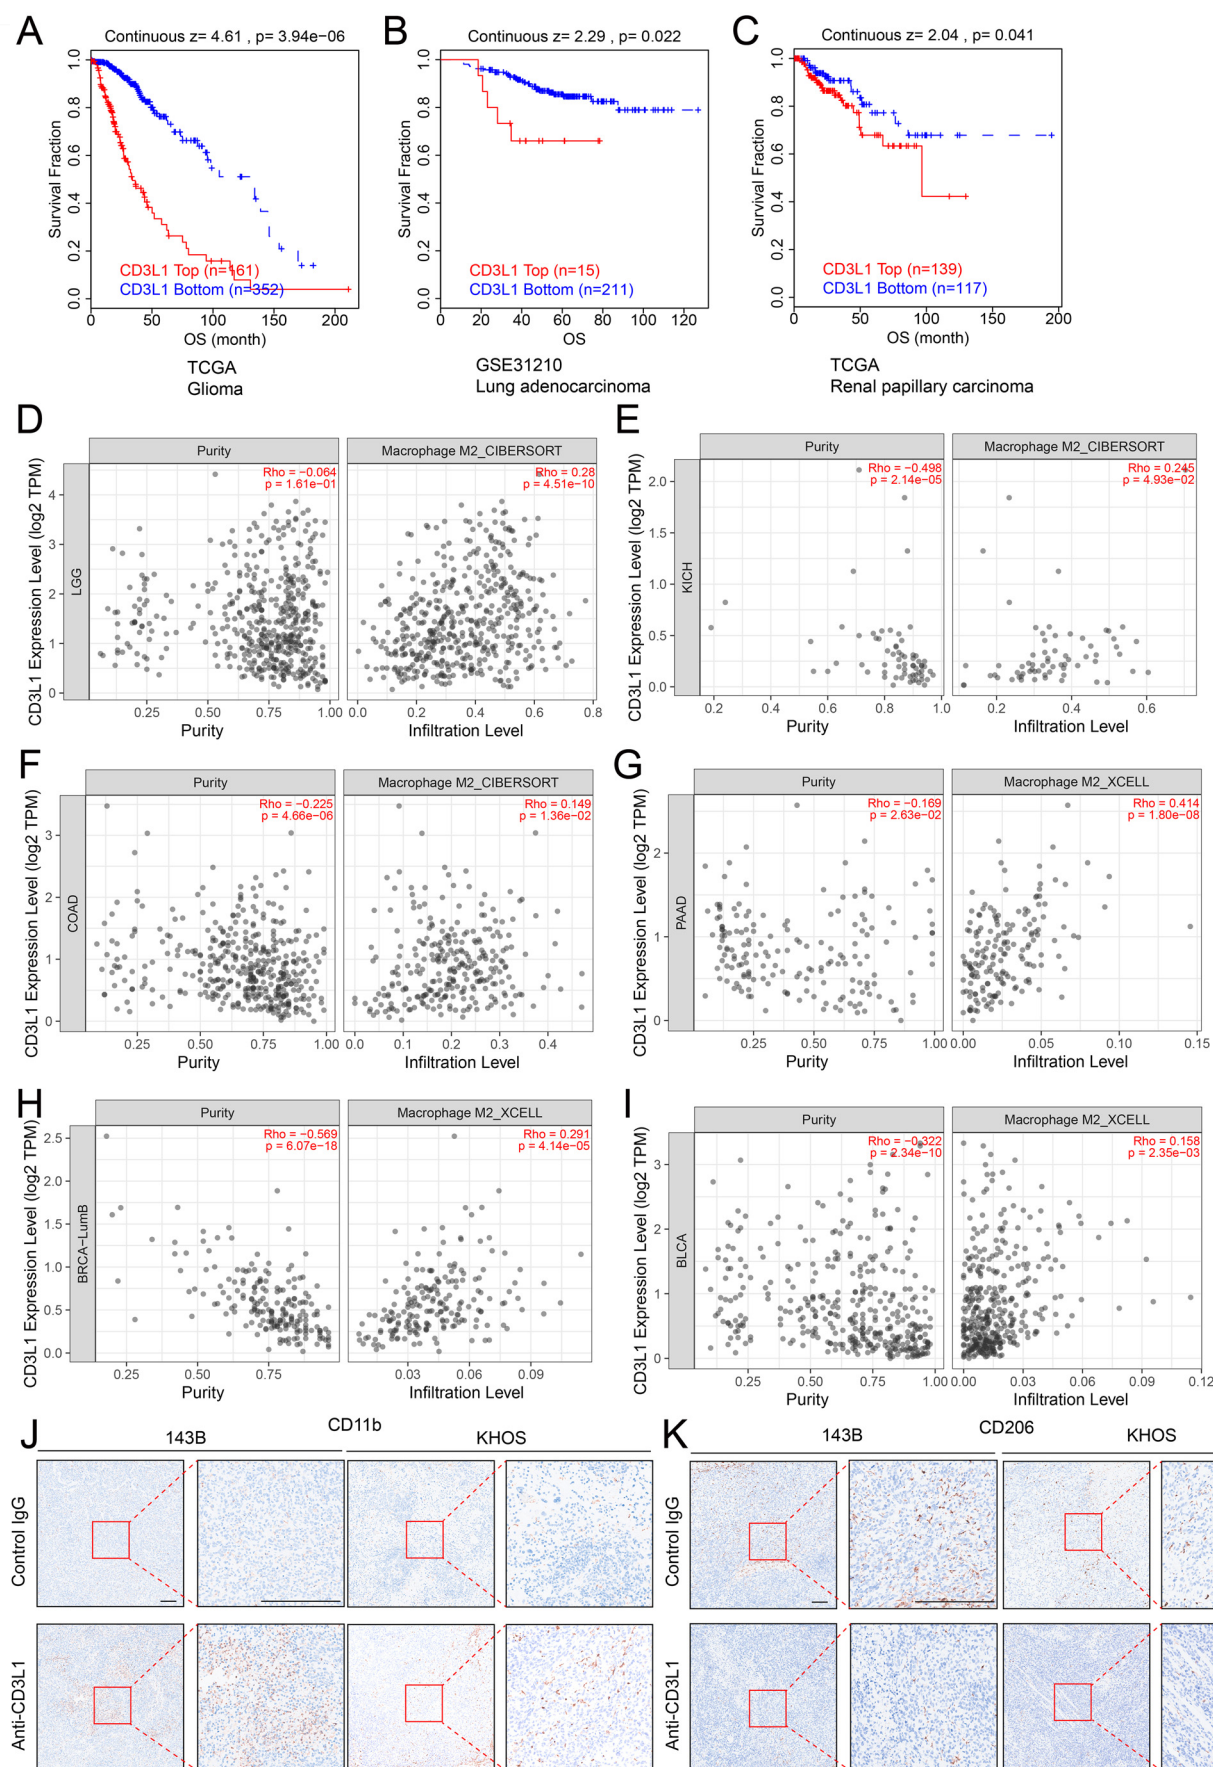

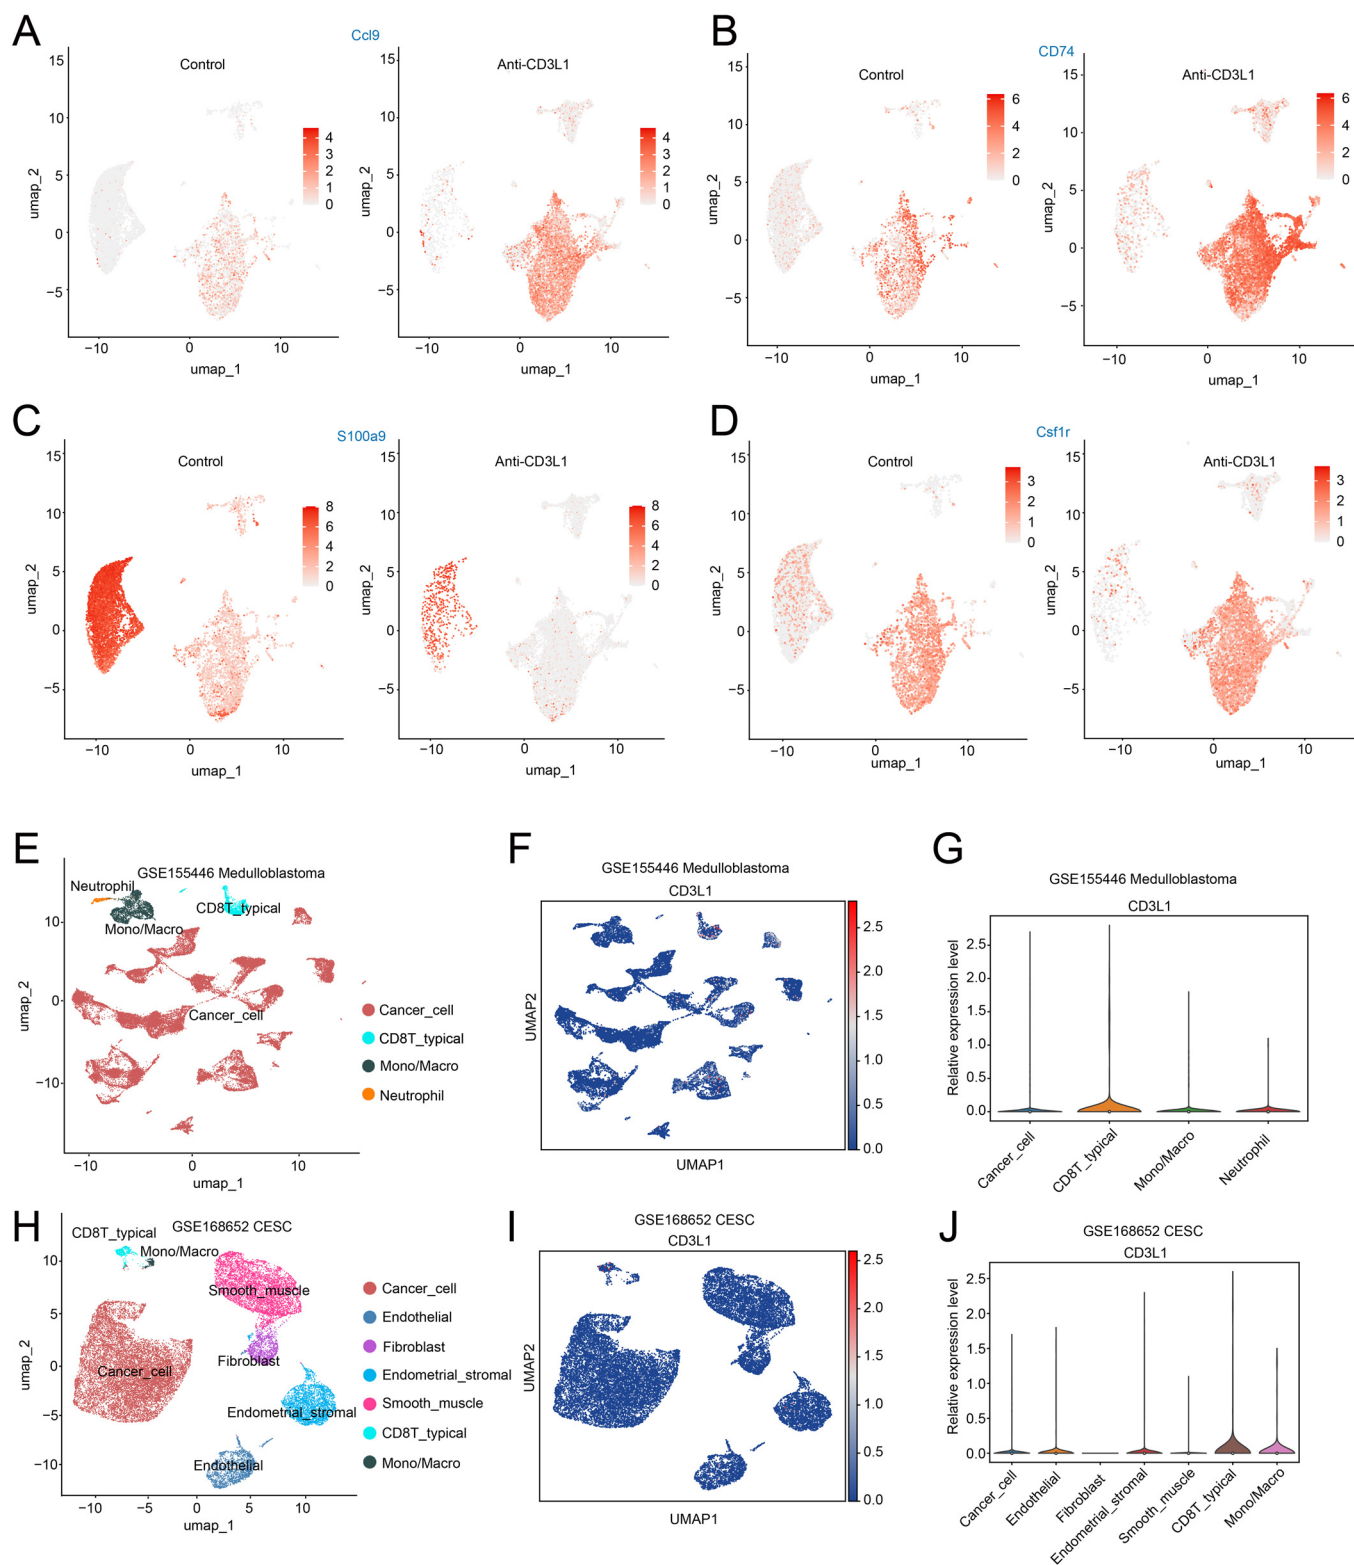

◀ **Figure EV2. Single-cell sequencing analysis reveals the positive correlation between CD3L1 expression and M2 TAMs in the TME of advanced solid tumors, related to Fig. 2.**

(A–D) scRNA seq showing representative signature gene maps showing the upregulation of M1 TAM hallmark genes (A) CCL9 (B) CD74, and downregulation of M2 TAM hallmark genes (C) S100a9 (D) Csf1r after 10 mg/kg anti-CD3L1 treatment in comparison with control IgG treatment in the TME of osteosarcoma transplants isolated from nude mice. (E, F) UAMP plots showing (E) the cell clustering (F) the spatial expression of CD3L1 within the TME of public single-cell sequencing data from GSE155446 (Medulloblastoma) database. (G) The summary of CD3L1 expression level within the TME of GSE155446 (Medulloblastoma) database ( $n = 28$  samples). (H, I) UAMP plots showing (H) the cell clustering (I) the spatial expression of CD3L1 within the TME of public single-cell sequencing data from GSE168652 (Cervical squamous cell carcinoma and endocervical carcinoma, CESC) database. (J) The summary of CD3L1 expression level within the TME of GSE168652 (CESC) database ( $n = 2$  samples).

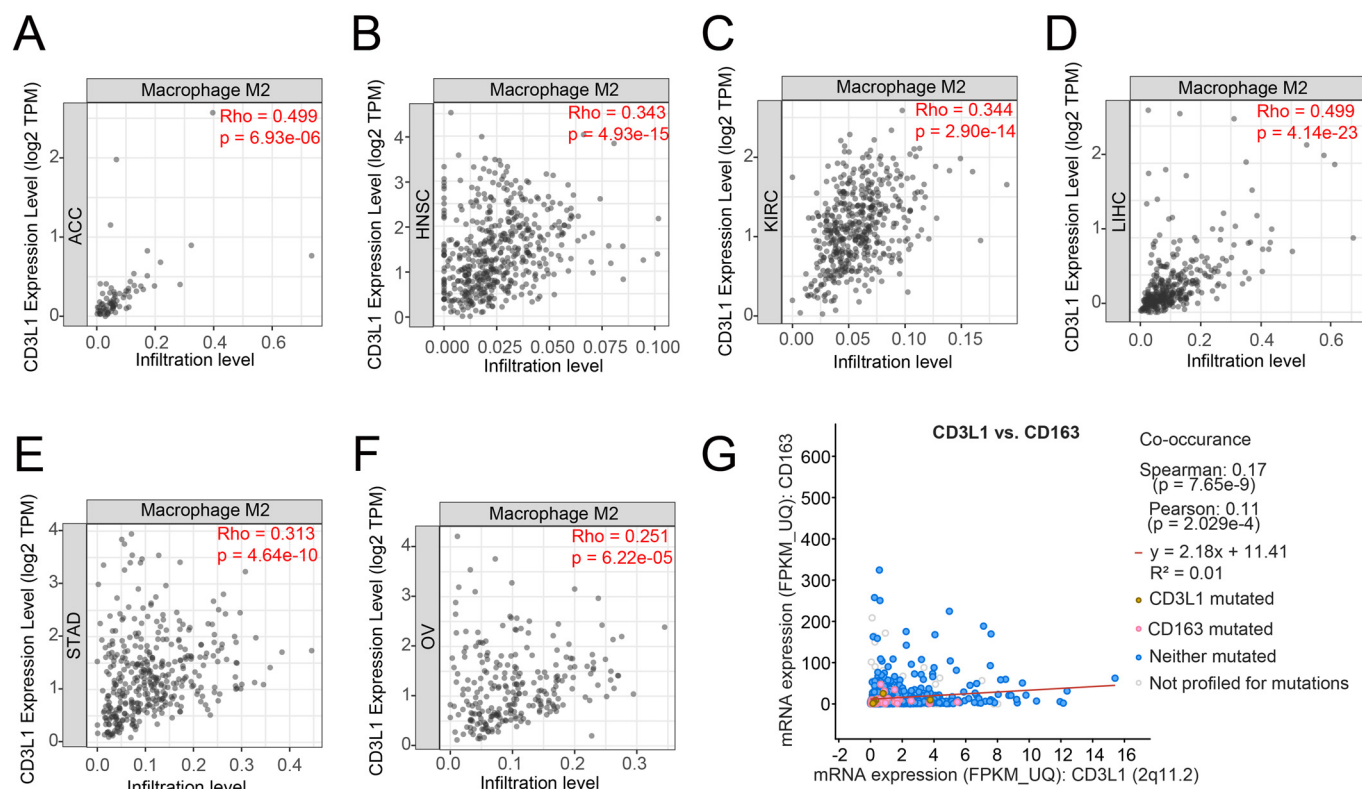

**Figure EV3. Supplementary information of datasets analysis related to Fig. 2.**

(A–F) Pan-cancer analysis of different solid tumor cohorts reveals a significant positive correlation between CD3L1 expression and M2 macrophage infiltration in the TME of (A) Adrenocortical carcinoma (ACC), (B) Head and neck squamous cell carcinoma (HNSC), (C) Kidney renal clear cell carcinoma (KIRC), (D) Liver hepatocellular carcinoma (LIHC), (E) Stomach adenocarcinoma (STAD), (F) Ovarian serous cystadenocarcinoma (OV). (G) TCGA pan-cancer atlas reveals the co-occurrence tendency and significant positive correlation between the CD3L1 expression level and the expression levels of M2 TAM marker genes CD163 in the TME across all types of cancer. (A–G) Correlation Analysis and Linear Regression Analysis (details in the methodological part).

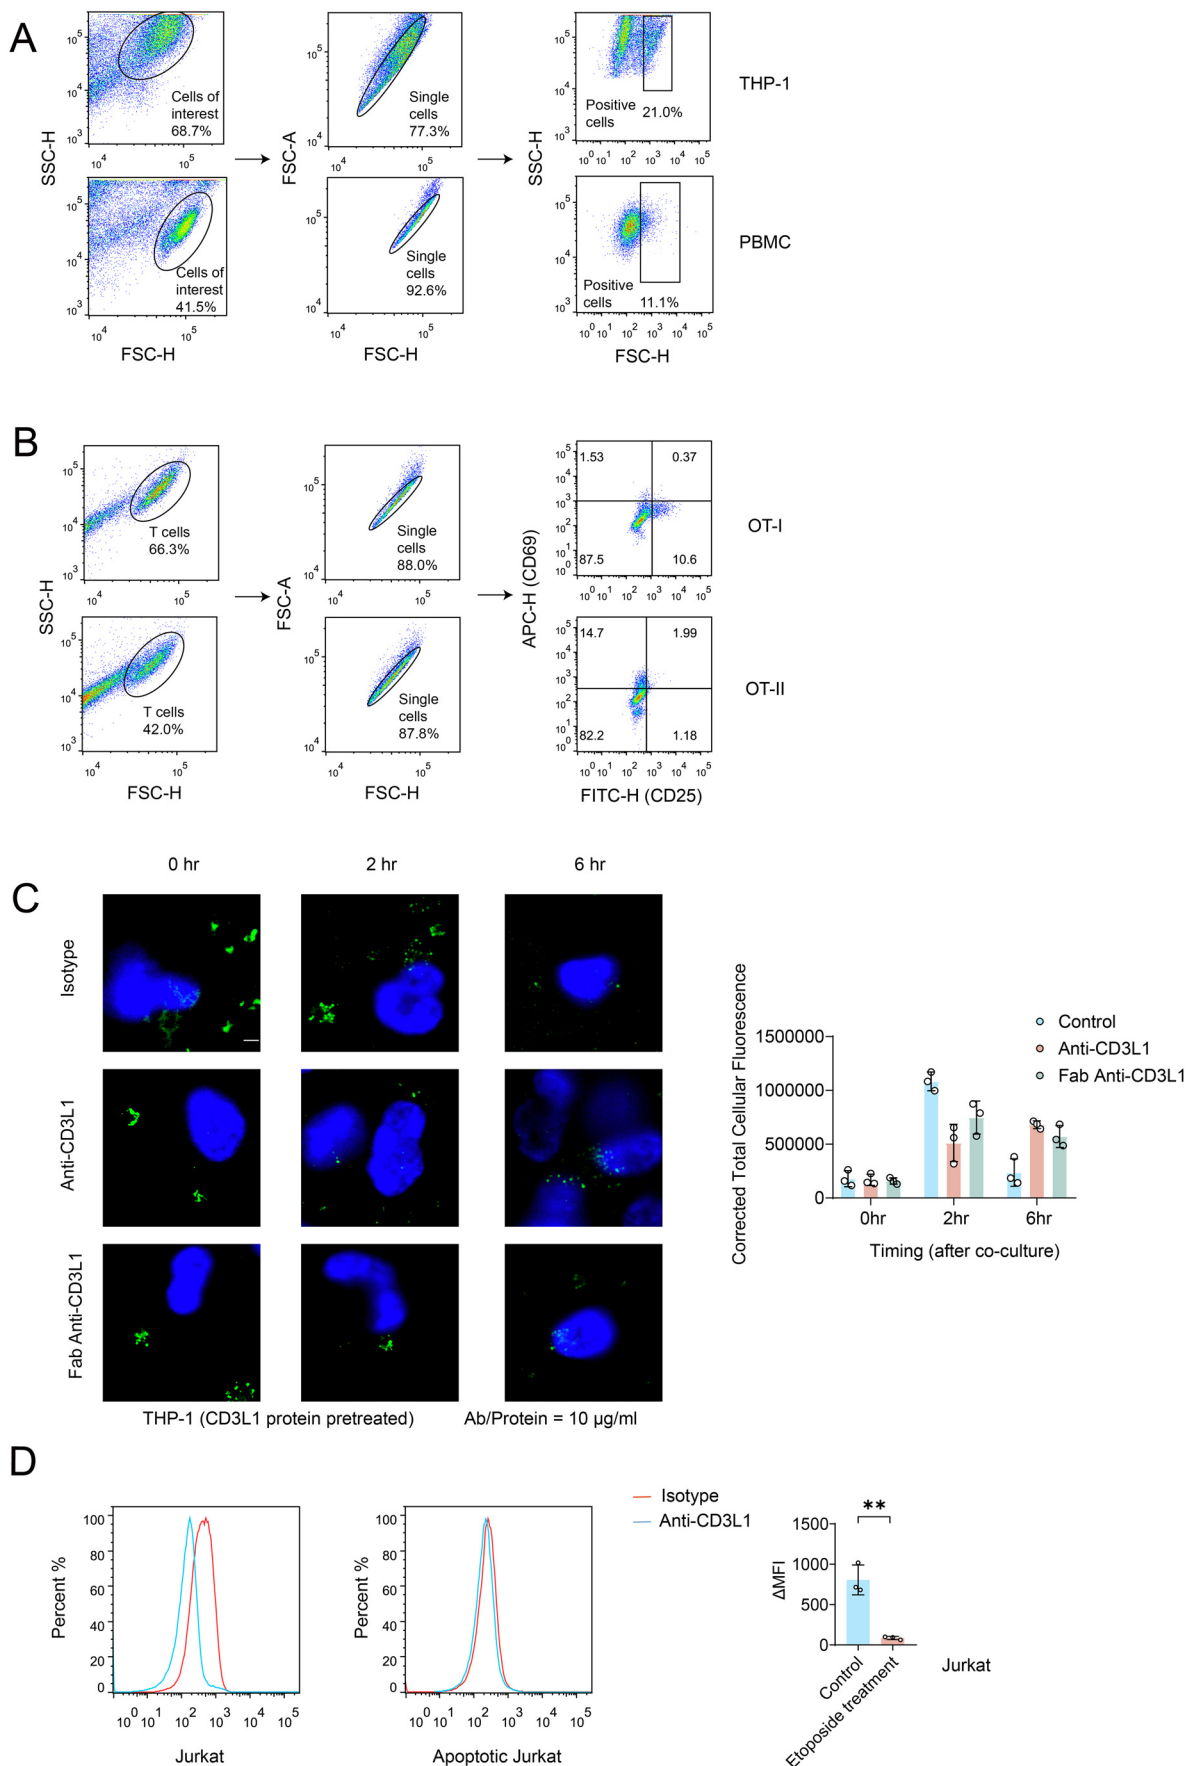

**Figure EV4. Supplementary information of the experiments related to Figs. 3-4.**

(A) The gating strategy of the induced cells: cells were first gated by FSC-H/SSC-H to select out the main cell populations, and then gated by FSC-A/FSC-H to select out the single cells, and then gated by APC-H/SSC-H to select out the CD206-positive populations. (B) The gating strategy of the T cells: cells were first gated by FSC-H/SSC-H to select out the main cell populations, and then gated by FSC-A/FSC-H to select out the single cells, and then gated by APC-H/SSC-H and FITC-H/SSC-H to select out the CD69/CD25 positive populations. (C) The microscopic views ( $\times 60$ ) of efferocytosis assay with induced THP-1 cells (pre-treated by CD3L1 protein) treated by control isotype or anti-CD3L1 or Fab anti-CD3L1 protein engulfing stained apoptotic Jurkat cells at timing 0, 2 and 6 h after the efferocytosis with the respective analysis showing significant downregulation in efferocytotic capacity of the induced M2-like TAMs from THP-1 cells after 10  $\mu\text{g}/\text{ml}$  anti-CD3L1 treatment ( $n = 3$  independent samples) (scale bar = 5  $\mu\text{m}$ ). (D) Representative flow cytometry results showing significant diminished binding between Jurkat cells and anti-CD3L1 after etoposide treatment ( $n = 3$  independent samples).  $**P < 0.01$ . Data are mean  $\pm$  s.d. (D) Two-tailed unpaired Student's  $t$  test. Exact  $P$  values: Control vs Etoposide:  $P = 0.0034$ .

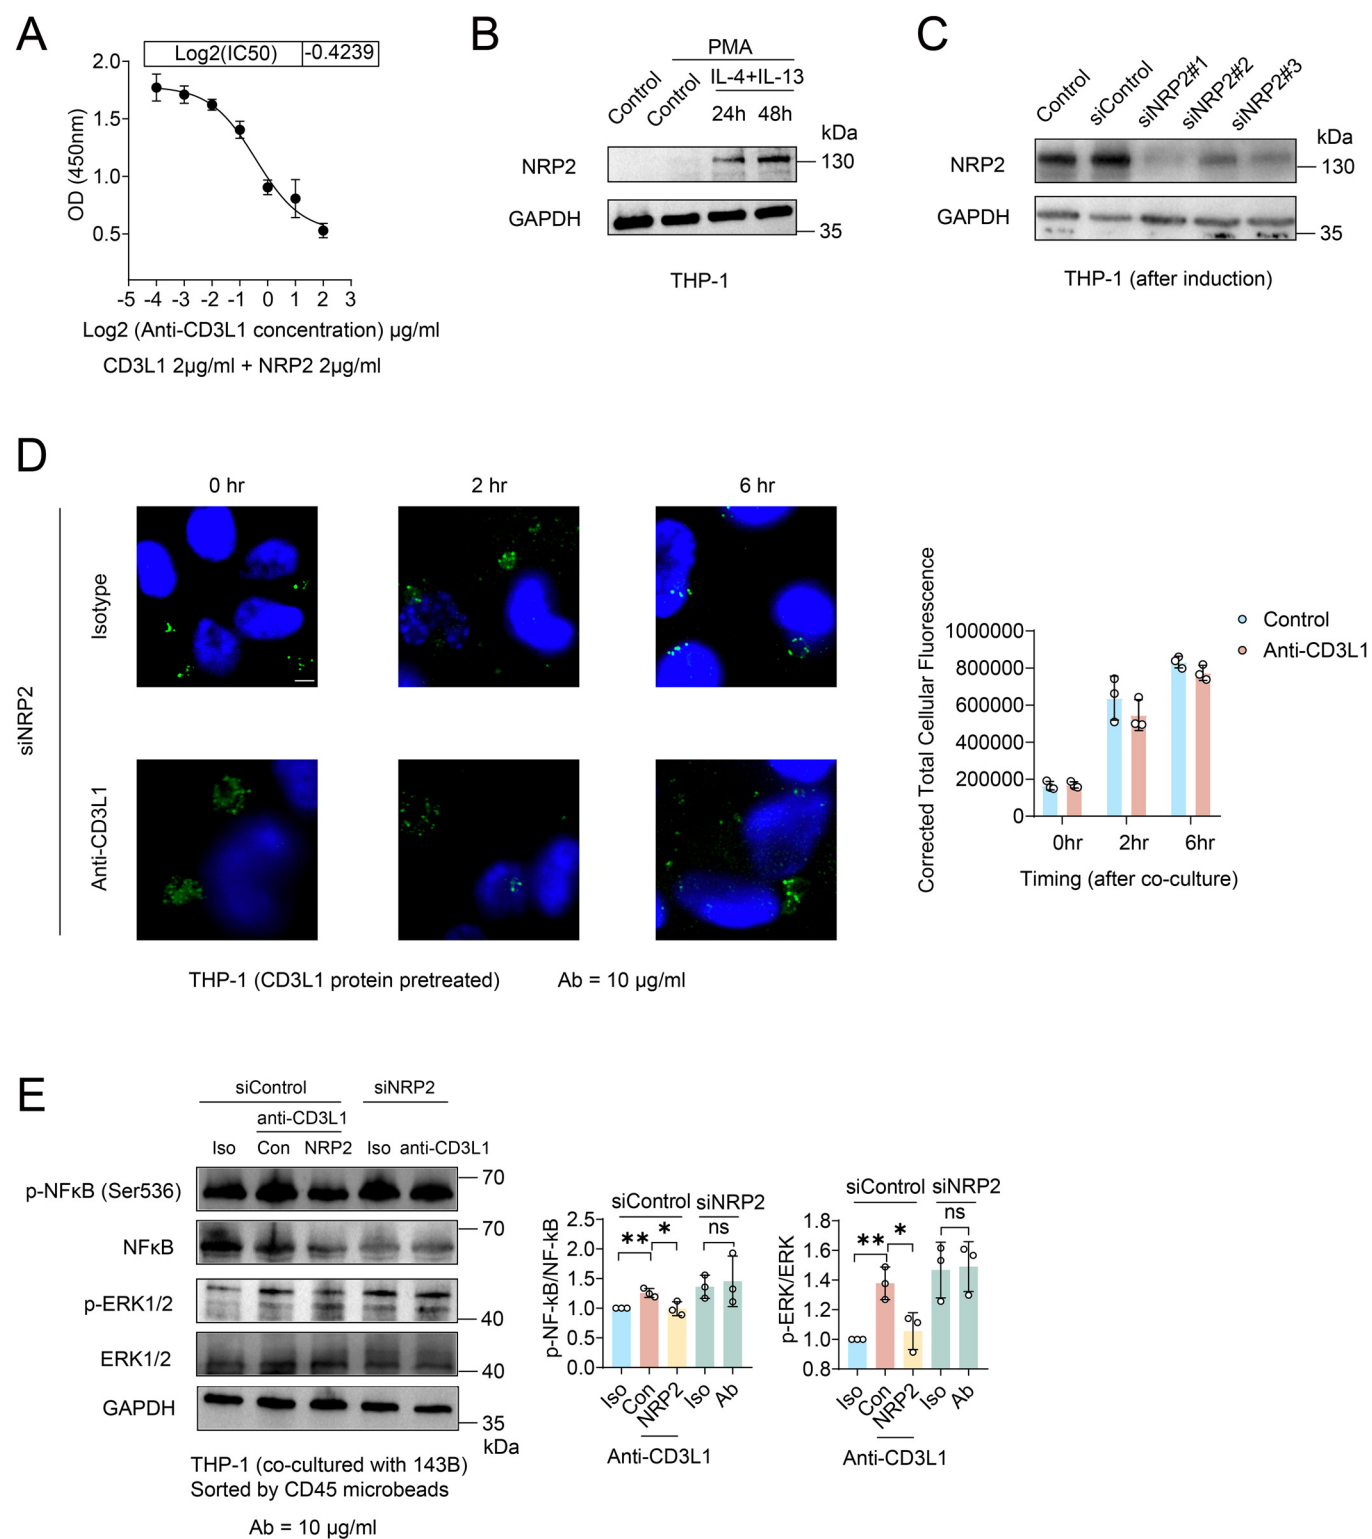

◀ **Figure EV5. Supplementary information of the experiments related to Fig. 5.**

(A) ELISA showing blockade of CD3L1-NRP2 interaction by different concentrations of anti-CD3L1 ( $n = 3$  independent wells). (B) Immunoblot showing the NRP2 expression in different stages of induced THP-1 cells ( $n = 3$  independent experiments). (C) Immunoblot showing the knockdown effect of NRP2 by different siRNAs in THP-1 cells ( $n = 3$  independent experiments). (D) The microscopic views ( $\times 60$ ) of efferocytosis assay with induced THP-1 cells (pre-treated by CD3L1 protein) after siRNAs treatment treated by control isotype or anti-CD3L1 engulfing stained apoptotic Jurkat cells at timing 0, 2, and 6 h after the efferocytosis with the respective analysis showing no significant downregulation in efferocytotic capacity of the M2-like TAM induced THP-1 cells with siRNA knocking down NRP2 treatment after 10  $\mu\text{g}/\text{ml}$  anti-CD3L1 treatment ( $n = 3$  independent samples) (scale bar = 5  $\mu\text{m}$ ). (E) Representative immunoblot results showing that anti-CD3L1 can counteract the inhibition of NRP2 on the downstream signaling pathways (NF $\kappa$ B and MAPK-ERK), which can be restored by NRP2 protein and diminished by NRP2 knockdown ( $n = 3$  independent experiments). \* $P < 0.05$ , \*\* $P < 0.01$ , with ns as no significance. Data are mean  $\pm$  s.d. (E) Two-tailed unpaired Student's  $t$  test. Exact  $P$  values: pNF- $\kappa$ B/NF- $\kappa$ B: siControl: Isotype vs anti-CD3L1:  $P = 0.0040$ ; anti-CD3L1 vs NRP2 protein:  $P = 0.0296$ ; siNRP2: Isotype: anti-CD3L1:  $P = 0.7501$ ; pERK/ERK: siControl: Isotype vs anti-CD3L1:  $P = 0.0040$ ; anti-CD3L1 vs NRP2 protein:  $P = 0.0281$ ; siNRP2: Isotype: anti-CD3L1:  $P = 0.8837$ .

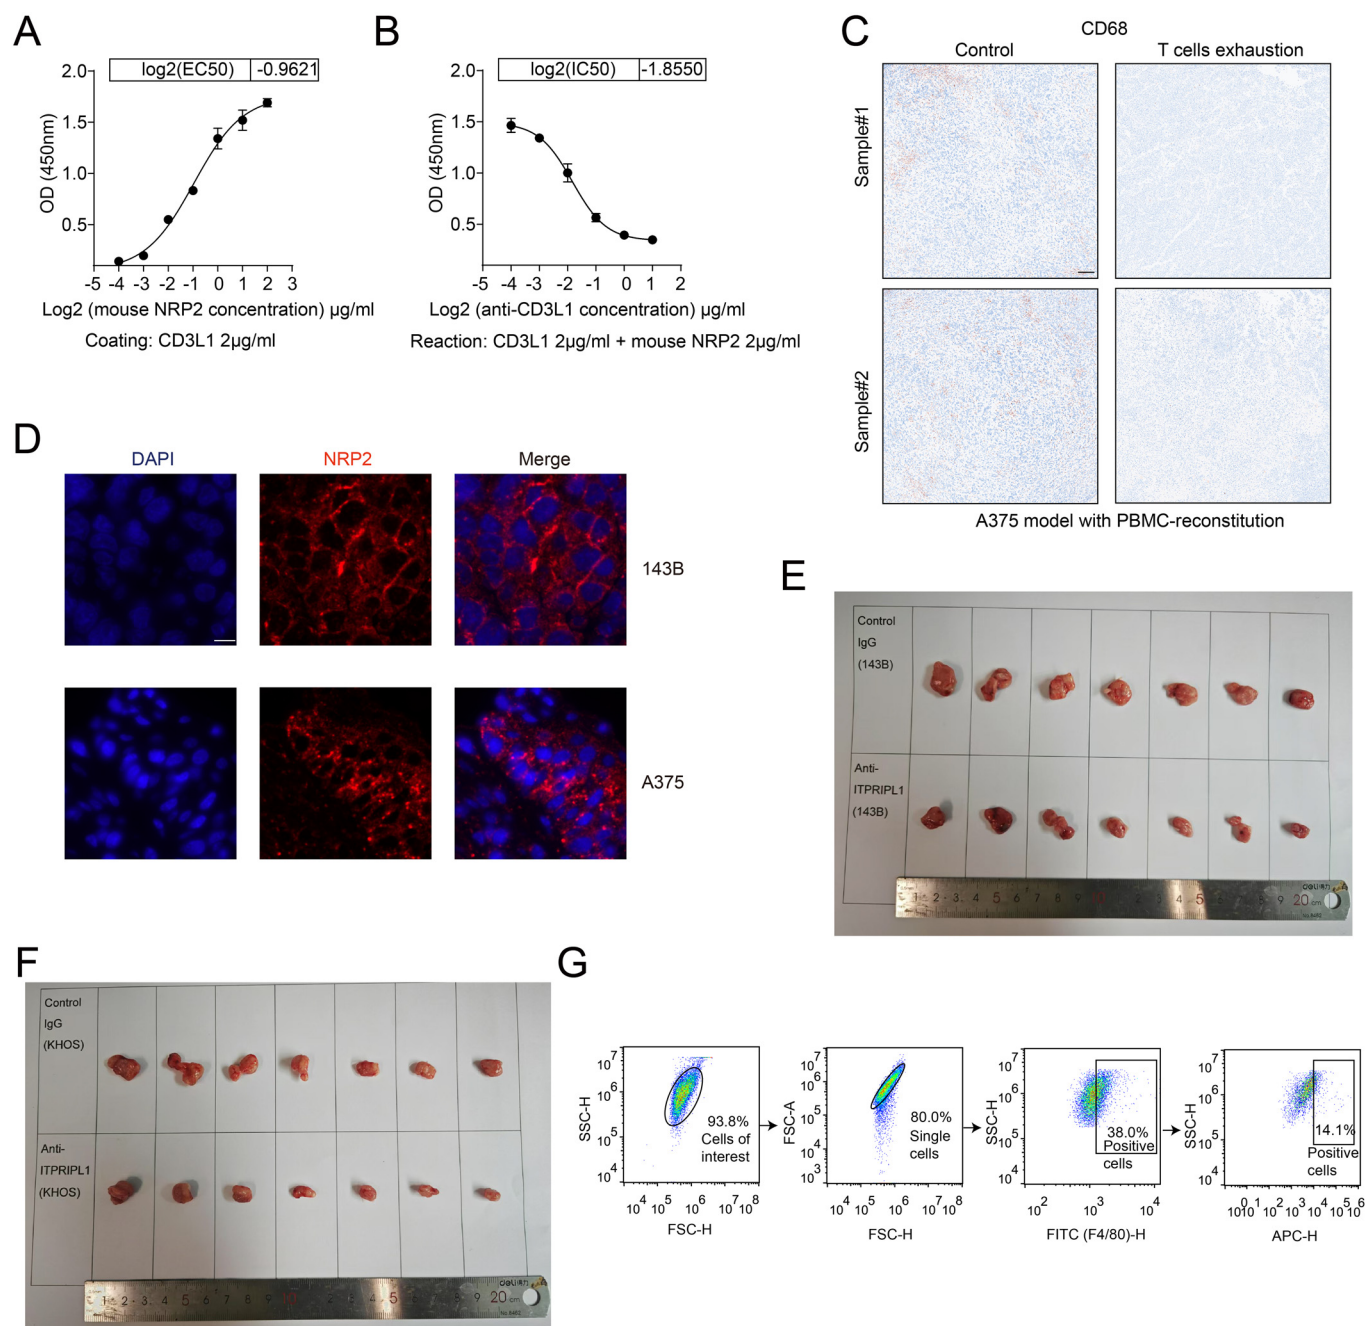

**Figure EV6. Supplementary information of the in vivo experiments related to Fig. 6.**

(A, B) ELISA binding curve showing great affinity between human CD3L1 and mouse NRP2 protein, which can be blocked by anti-CD3L1 antibody ( $n = 3$  independent wells). (C) IHC staining of the human macrophage marker CD68 in the A375 transplant samples in our previous PBMC-reconstituted model under  $\times 5$  and  $\times 20$  microscopic views, showing a significant decrease in CD68-positive cells after T-cell exhaustion ( $n = 3$  independent samples, scale bar = 50  $\mu\text{m}$ ). (D) Representative images showing the expression of NRP2 in the 143B (osteosarcoma) and A375 (melanoma) transplant samples under  $\times 60$  microscopic view ( $n = 3$  independent samples) (scale bar = 10  $\mu\text{m}$ ). (E, F) Macroscopic views of the (E) 143B (F) KHOS tumors isolated from nude mice tumor transplant ( $n = 7$  mice per group). (G) The gating strategy of the isolated immune cells infiltrated in the tumor microenvironment of the nude mice: cells were first gated by FSC-H/SSC-H to select out the main cell populations, and then gated by FSC-A/FSC-H to select out the single cells, and then gated by FITC-H/SSC-H to select out the F4/80-positive populations, and then gated by APC-H/SSC-H to select out the CD86/CD206-positive groups. Data are mean  $\pm$  s.d.

How the deposited data were processed for this re-analysis (not part of the article)

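RNA was measured in CD45 bead-sorted cells from 143B tumors grown in nude mice, 1 library for 10 mg/kg control IgG and 1 for 10 mg/kg anti-CD3L1, each from a set of 3 tumors. The authors deposited UMI counts per gene and barcode, made with Cell Ranger 7.1.0, for all barcodes and with no cell call. The genome build behind these counts is not given in the sources used here. The authors also deposited a table of macrophage genes with log2 fold changes of control IgG over anti-CD3L1 and with shares of cells, made with Seurat v5.1.0 after integration of the libraries. Its p-values, as deposited, are from the authors' Wilcoxon test with cells as the units, and its adjusted p-values are these multiplied by 2000, up to 1. The paper does not say whether integrated or original values were tested, and the log2 fold changes are used only as the authors' own. The factor of 2000 equals the number of variable genes taken for integration, while the deposited counts cover 32285 genes. This points to p-values from integrated values and leaves the log2 fold changes undecided.

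Everything else was computed from the UMI counts. Cells were called by a threshold on total UMIs and by a test of other barcodes of at least 500 UMIs against the profile of barcodes ranked 45000 to 90000.0 by UMIs, with 10000 simulated droplets and a false discovery rate of 0.01. Called cells were kept with 200 to 6000 genes and under 5% mitochondrial UMIs. Clustering used Seurat 5.3.0 under R 4.3.3 with log-normalization to 10000 UMIs, 2000 variable genes, CCA integration with 30 dimensions, 10 principal components and a resolution of 0.2. The 26 genes left out of the variable genes were the M1 and M2 genes, Mrc1 and Nrp2. Clusters were named from marker lists of 12 cell types by the genes detected in over 25% of their cells with the highest fold over the other clusters. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, statsmodels 0.14.6 and matplotlib 3.10.9. Coordinates came from GENCODE M21, in which 54 of 54 gene identifiers were found.

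UMIs were summed over the cells of a class in each library and divided by all UMIs of the class. Intervals are at 95%, exact Poisson for CPM, exact binomial for shares of cells and for ratios of CPM. A count of 0 is given the limit that 3 counts set. With 1 library per group no test across samples was made, no p-value was computed and no variation between tumors could be estimated. A share of cells with a UMI depends on depth, so cells were thinned at random to 1000 UMIs for it. On simulated counts of 11581 genes in macrophage-like cells, with 200 changed, the direction was recovered for 100.0% of the changed genes, and the interval held the true ratio for 96% of these and for 95.4% of the 11381 unchanged genes. These counts were drawn from the Poisson model that the intervals assume, so this checks the computation only. Uneven spread of UMIs over cells was not simulated. Of 300 simulated droplets of free RNA 1 was called a cell, and of 300 simulated cells all were called. The simulated cells had the macrophage-like profile mixed with free RNA, so the call of neutrophils was not covered. Thinning brought a simulated share to 65.2% from a depth of 3000 UMIs and to 68.6% from 9000 UMIs.

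The genes named in the text are those the paper names or plots for these libraries, Mrc1, Nrp2, Itpripl1, Cd3e and Cd68, fixed lists of 10 M1 and 12 M2 polarization genes, and the 5 largest rises and 5 largest falls in macrophage-like cells. These largest changes were taken among genes with at least 50 CPM in a library that changed the same way in monocyte-like cells. The names of the M1 and M2 genes were read from Fig. 2C and the text, and the values of Dataset EV1 had been seen. The values of some genes of these lists and of the marker lists are not reported here. Genes named outside this rule were chosen after their values were seen. Alternatives changed the cell filters, the treatment of doublets, the variable genes, integration, resolution, the class of cells, the scaling, the depth and the subtraction of free RNA. Doublets were scored with Scrublet, whose automatic threshold called 0 cells of the control IgG library and 111 of the anti-CD3L1 library. The highest scores, 582 and 1009 cells, were left out in an alternative. Bulk assays, flow cytometry and public data of the paper were left out, since no deposited values of this series cover them.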

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

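The genes weighed here lie outside those the paper discusses and were among the 5 largest rises or 5 largest falls in macrophage-like cells. The subtraction of free RNA was planned, and the tests on Lcn2, Saa3, Mpp7, Tpd52l1 and genetic background and the alternative without the highest doublet scores were chosen only after the results were seen. With 1 library per group, none of these changes has a replicate check, and treatment stays among the open explanations as untested across mice.

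Retnla rose by 9.61 on the log2 scale (95% counting interval 7.13 to 14.91) on 1 UMI in macrophage-like cells of the control IgG library and 2666 in those of the anti-CD3L1 library. Only 2.02% of the anti-CD3L1 macrophage-like cells held a UMI of it, against 0.703% of NK-like cells, and 0.814% against 0.157% with cells thinned to 1000 UMIs. With the level in NK-like cells subtracted the log2 ratio was 9.49, which argues against free RNA as the whole source, and without integration it was 6.92. With cells thinned to 1000 UMIs the control IgG cells held 0 UMIs, and the log2 ratio against a floor of 3 counts was at least 3.78. Lpl rose by 4.33 and Ccl6 by 3.19, and by 4.57 and 3.23 after subtraction. With the highest doublet scores left out, the log2 ratio was 9.85 for Retnla and 2.20 for Lpl, and that of Ccl6 was above its reported value, so the size of the rise in Lpl depends on the treatment of doublets.

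Saa3 fell from 5457 to 20.5 CPM in macrophage-like cells, a log2 ratio of −8.05. In the control IgG library there were 74.3 UMIs per macrophage-like cell, 34.3 per neutrophil-like cell and 8.64 per NK-like cell. After subtraction of the level in NK-like cells the log2 ratio was −8.11, which argues against free RNA as the whole source. Lcn2 fell from 295 to 3.74 CPM, a log2 ratio of −6.30. NK-like cells of the control IgG library held 7.27 UMIs of Lcn2 and macrophage-like cells 4.01, a ratio of 1.81. These means are carried by few cells, and the medians were 0 and 1. Without the 10% of cells highest in Lcn2 there were 0.850 UMIs per NK-like cell and 0.650 per macrophage-like cell, and 44.8% and 52.9% of all cells held at least 1 UMI. The level of Lcn2 in macrophage-like cells is consistent with RNA from neutrophils, and a part of their own is not excluded.

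Mpp7 fell from 173 to 0.982 CPM, a log2 ratio of −7.46, and Tpd52l1 from 69.7 to 0.683 CPM, a log2 ratio of −6.67. NK-like cells of the control IgG library held 4.15 times as many UMIs of Mpp7 per cell as neutrophil-like cells, and 2.74 times as many of Tpd52l1, which argues against free RNA from neutrophils as the source. Macrophage-like cells of this library held fewer than NK-like cells, 2.35 against 4.73 UMIs of Mpp7 per cell and 0.948 against 1.51 of Tpd52l1, so no value was left after subtraction and the levels are not shown to be expression by macrophages. Ly6c1 fell from 748 to 25 UMIs, a log2 ratio of −6.68, and −6.87 after subtraction. Reads shared with its neighbor Ly6c2, which rose, were not tested. Saa3, Mpp7 and Tpd52l1 were among 4 genes that lay at least 16-fold apart in all 5 classes of cells tested. Mice of different genetic background in the 2 sets cannot be told apart from treatment for these genes, since each group is 1 library.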

How the results depend on the processing

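The choices of cells, clusters, classes, scaling and depth and their alternatives were made before the data were examined, except the alternative that leaves out the highest doublet scores, which was chosen after Scrublet's automatic threshold had called 0 cells of the control IgG library. The alternative with that threshold, set in advance, was not run for this reason. No paired analysis was possible because each group is 1 library.

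The fall in the neutrophil share kept its direction under every alternative run, from −62.3 to −57.5 points. It was −57.5 points with the paper's filter alone and −60.2 points with under 10% mitochondrial UMIs. The rise in the macrophage share kept its direction. It was 38.4 points with monocyte-like and macrophage-like cells as 1 class, a wider class by construction, 17.4 at a resolution of 0.5, 21.6 with at least 500 genes, 25.9 with under 10% mitochondrial UMIs and 25.7 with the highest doublet scores left out.

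Between 13 and 16 of the 16 M1 genes were higher and 5 or 8 of the 8 M2 genes lower. The 5 came from the subtraction of free RNA, after which S100a8 and S100a9 had no value in either library. Mmp9 kept 0.978 UMIs per cell in the control IgG library and none in the anti-CD3L1 library. It was thus still lower, but had no ratio and was not counted. The change in Cd86 positive macrophages was 3.88 points with monocyte-like and macrophage-like cells as 1 class, 1.98 with the highest doublet scores left out and −9.43 without integration, and that in Mrc1 positive macrophages was −7.71 without integration. The cause was not tested.

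Over 53 named genes, 652 of 677 log2 ratios under an alternative had the sign reported and 25 the opposite sign. Of these, 12 belong to Nrp2, Itpripl1, Cd3e and Cd163, whose reported ratios lie within counting error, and 13 to genes whose reported ratios do not. Il6 was at 0.99 with cells thinned, 0.067 at a resolution of 0.5, 0.23 with at least 500 genes and 0.73 without integration. Cd86 was at 0.29 with monocyte-like and macrophage-like cells as 1 class and 0.053 with the highest doublet scores left out, Chil3 at −1.48 as 1 class, and Cxcl10 at 0.016 by the mean of log-normalized values. Ms4a7 was at −0.052 with at least 500 genes and −0.43 without integration, and also without integration Gas6 was at −0.37, Mrc1 at −0.36 and Cd80 at 0.033. The cause was not tested. The subtraction of free RNA left 11 genes without a ratio, and scaling by the median of ratios moved every log2 ratio by 0.03.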

Differences from the paper's values

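The alternatives named here were set before the data were examined, except the one that leaves out the highest doublet scores and the integrated values, which were chosen only after values were seen. Of 10 shares of cells read from Fig. 2B, 1 differed by more than 1.5 times. Monocytes after anti-CD3L1 treatment were about 39% in the paper's Fig. 2B, read by eye, against 22.9% monocyte-like cells here. Under the alternatives, the share was within that limit at 37.1% with at least 500 genes, 30.7% with at least 1000 UMIs and 31.1% without integration. It was outside it at 11.0% at a resolution of 0.5, 20.6% with the paper's filter alone and 20.9% with under 10% mitochondrial UMIs. It was also outside at 25.6% with the 26 genes otherwise left out kept among the variable genes. With the highest doublet scores left out, chosen after seeing the values, it was 27.6%, within the limit. Some alternatives moved other shares out of the limit. Without integration, control IgG macrophages were at 4.49% against about 10% in the figure. At a resolution of 0.5, control IgG monocytes were at 8.27% against about 18%. NK cells there were at 1.95% under control IgG and 7.96% after anti-CD3L1, against about 3% and 13%. The names of clusters are rebuilt here, and a difference may come from them.

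Of 40 genes compared with the authors' deposited table, whose test took cells as replicates, 3 had the opposite sign in UMI counts. The table is compared by sign only, since the paper does not say whether its values were taken before or after integration. As log2 of control IgG over anti-CD3L1, Il12b was −0.71 in the authors' deposited table and 1.08 here, Cxcl10 −0.20 in the authors' deposited table and 0.39 here, and Cd86 −0.20 in the authors' deposited table and 0.10 here. None of the alternatives on UMI counts brought Il12b to the table's sign. For Cxcl10 the mean of log-normalized values did, and no other of them. For Cd86 monocyte-like and macrophage-like cells as 1 class did, and so did leaving out the highest doublet scores, chosen after seeing the values, and no other of them. The integrated values, chosen after seeing the values, have the table's sign for all 3, with Il12b at −0.064, Cxcl10 at −0.25 and Cd86 at −0.074. They take the opposite sign for Il1b, at −0.061 against 0.17 in the authors' deposited table, and among the genes that could be compared they share its sign for 1160 of 1533, against 950 of 1306 with at least 20 UMIs for UMI counts.

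The paper states that macrophages were the population altered most. By the change in the share of all cells it was neutrophil-like cells here, at −61.8 points, against 28.7 points for macrophage-like cells. The paper lists Cd86 among genes higher after anti-CD3L1 treatment. In macrophage-like cells it was at a log2 ratio of −0.10, over all cells at 1.07 and in monocyte-like cells at 0.89. The paper lists Csf1r among genes lower after treatment, and here it was lower in macrophage-like cells at −0.27 and higher over all cells at 0.27.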

Other observations

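Of the tests below, the ratio of means for S100a8 and S100a9 and the filters for neutrophils were set before their results were seen, and the means without the cells highest in a transcript, the limit with all failed barcodes, and the tests on the fall in neutrophils, the authors' table, the fixed M2 list and genetic background were chosen only afterwards.

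NK-like cells of the control IgG library held 2.33 times as many UMIs of S100a8 per cell as its macrophage-like cells and 2.49 times as many of S100a9. These means are carried by few cells, and the medians were 3 and 4 in NK-like cells against 4 and 5 in macrophage-like cells. Without the 10% of cells highest in each transcript, the ratio of means was 2.04 for S100a8 and 1.81 for S100a9. At least 1 UMI of S100a8 was in 91.3% of NK-like and 97.3% of macrophage-like cells. The fall of both transcripts in macrophage-like cells is consistent with less RNA from neutrophils in the droplets of the anti-CD3L1 library, where neutrophil-like cells were few. Free RNA and neutrophils caught in the same droplet were not separated, and a change in macrophages themselves is not excluded.

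The smaller neutrophil share after anti-CD3L1 treatment was −57.5 points with all barcodes that pass the paper's thresholds let in and −60.2 points with under 10% mitochondrial UMIs, the filters that let in more barcodes. If all 1608 called barcodes of the anti-CD3L1 library that failed a filter were neutrophils and none of the 589 of the control IgG library were, the change would still be −45.6 points. This argues against the filters on called cells as the whole source. Neutrophils in barcodes that were not called and held fewer than 200 genes, and losses before the libraries were made, were not tested. The fall in neutrophils would raise every other share alike. Yet among cells that were not neutrophil-like the monocyte share changed by −16.0 points and the macrophage share by 6.92 points (4.88 to 8.93). This argues against the fall in neutrophils as the whole source of the larger macrophage share. As 1 class, monocyte-like and macrophage-like cells changed by −9.08 points (−10.9 to −7.22) among these cells. The argument therefore holds only for macrophage-like cells kept apart from monocyte-like cells, as clustered here.

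In the authors' deposited table the share of cells was larger under control IgG for every gene, the 734 genes with a higher level under anti-CD3L1 included. Pearson's r over genes between the first share in the authors' deposited table and the share of control IgG cells with an integrated value above 0 was 0.975, against 0.701 for the share of cells with a UMI. The first share is consistent with values taken after integration. The second share does not separate these, with an r of 0.998 for each, and neither do the log2 fold changes, with an r of 0.673 for integrated values and 0.668 for UMIs. For BC018473, chosen after its counts were seen, the authors' deposited table gives a log2 fold change of 1.29, higher under control IgG. Macrophage-like cells held 0 UMIs of it in the control IgG library and 664 in the anti-CD3L1 library, in clusters made with all variable genes, and the integrated values gave a log2 of −1.27. They therefore do not explain the direction in the table for this gene. Free RNA may add to its UMIs, since NK-like cells of the anti-CD3L1 library held 0.333 UMIs of it per cell and macrophage-like cells 0.154.

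The polarization genes fixed in advance gave another picture than the genes of Fig. 2C. In macrophage-like cells 4 of 10 fixed M1 genes were higher after anti-CD3L1 treatment, Tnf at 1.01, Cxcl9 at 1.27 and H2-Ab1 at 1.03 among them, with Nos2 lowest at −4.24 and a median of −0.41. Of the 12 fixed M2 genes, 10 were higher, Mgl2 at 4.23, Clec10a at 1.80 and Ccl22 at 1.98 among them, with a median of 1.08. Chil3, Ccl24 and Irf4 of this list are M1 genes in Fig. 2C. Mgl2 and Ccl22 rested on few UMIs. Macrophage-like cells held 0.0119 and 0.170 UMIs of Mgl2 per cell in the control IgG and anti-CD3L1 libraries, and 0.0199 and 0.0594 of Ccl22. After the level in NK-like cells was subtracted, 9 of the fixed M2 genes were still higher. For these genes this argues against free RNA as the whole source. The subtraction does not remove dendritic cells caught in the same droplet as a macrophage or grouped with macrophage-like cells. Dendritic cell-like cells rose from 0.962% to 8.29% of all cells. With finer clusters, Ccl22 was among the leading genes of a dendritic cell-like cluster. A part from dendritic cells was not tested and stays open. In monocyte-like cells 6 of the fixed M1 and 10 of the fixed M2 genes were higher.

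Nrp2, the receptor studied in the paper, had 343 CPM in macrophage-like cells of each library, a log2 ratio of −0.00 (−0.05 to 0.05). This ratio depended on the cells and clusters taken, at 0.36 with monocyte-like and macrophage-like cells as 1 class, 0.26 without integration, −0.23 at a resolution of 0.5 and −0.48 with the highest doublet scores left out, an alternative chosen after values were seen. Itpripl1, the mouse gene for CD3L1, had 5.99 and 4.81 CPM, a log2 ratio of −0.32 (−0.69 to 0.06), within counting error, and 0.21 with monocyte-like and macrophage-like cells as 1 class. NK-like cells held more of it per cell, 0.104 and 0.0851 UMIs against 0.0815 and 0.0495 per macrophage-like cell, so these values are not shown to be expression by macrophages. Cd68 was at a log2 ratio of 0.65.

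Of 8907 genes tested, 4 were at least 16-fold apart in the same direction in all 5 classes, with Saa3, Mpp7 and Tpd52l1 lower after anti-CD3L1 treatment and BC018473 higher. In NK-like cells Klra8 fell from 31.0 to 0.573 CPM and Klra4 from 147 to 8.19 CPM, while Klra7 had 189 and 153 CPM. Xist was present in both libraries, at 749 and 589 CPM in macrophage-like cells, so the 2 sets do not differ in the presence of female mice. Ly6a and Ly6c2, counted among the M1 genes, are not among these 4, and in NK-like cells their log2 ratios were 0.22 and 1.43. Both had a higher CPM after anti-CD3L1 treatment in all 5 classes. In neutrophil-like cells Ly6a went from 0.322 to 17.1 CPM, on 10 and 22 UMIs, and Ly6c2 from 24.2 to 219 CPM. Ly6c1 was lower in all 5 classes, at 22.6 and 0.246 CPM in NK-like cells. A different genetic background was not tested for these Ly6 genes and stays open. The paper names nude mice without a strain background. Mice of different genetic background in the 2 sets cannot be told apart from an effect of treatment, since each group is 1 library.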
